# Zebrafish reveal new roles for Fam83f in hatching and the DNA damage-mediated autophagic response

**DOI:** 10.1098/rsob.240194

**Published:** 2024-10-23

**Authors:** Rebecca A. Jones, Fay Cooper, Gavin Kelly, David Barry, Matthew J. Renshaw, Gopal Sapkota, James C. Smith

**Keywords:** zebrafish, Fam83f, DNA damage, autophagy, development, hatching

## Abstract

The FAM83 (Family with sequence similarity 83) family is highly conserved in vertebrates, but little is known of the functions of these proteins beyond their association with oncogenesis. Of the family, FAM83F is of particular interest because it is the only membrane-targeted FAM83 protein. When overexpressed, FAM83F activates the canonical Wnt signalling pathway and binds to and stabilizes p53; it therefore interacts with two pathways often dysregulated in disease. Insights into gene function can often be gained by studying the roles they play during development, and here we report the generation of *fam83f* knock-out (KO) zebrafish, which we have used to study the role of Fam83f *in vivo*. We show that endogenous *fam83f* is most strongly expressed in the hatching gland of developing zebrafish embryos, and that *fam83f* KO embryos hatch earlier than their wild-type (WT) counterparts, despite developing at a comparable rate. We also demonstrate that *fam83f* KO embryos are more sensitive to ionizing radiation than WT embryos—an unexpected finding, bearing in mind the previously reported ability of FAM83F to stabilize p53. Transcriptomic analysis shows that loss of *fam83f* leads to downregulation of phosphatidylinositol-3-phosphate (PI(3)P) binding proteins and impairment of cellular degradation pathways, particularly autophagy, a crucial component of the DNA damage response. Finally, we show that Fam83f protein is itself targeted to the lysosome when overexpressed in HEK293T cells, and that this localization is dependent upon a C’ terminal signal sequence. The zebrafish lines we have generated suggest that Fam83f plays an important role in autophagic/lysosomal processes, resulting in dysregulated hatching and increased sensitivity to genotoxic stress *in vivo*.

## 1. Introduction

The FAM83 family is a poorly understood group of eight proteins, with members designated A–H, that is characterized by a highly conserved DUF1669 domain (domain of unknown function 1669) at the N-termini of family members [1–3]. FAM83 proteins are present in all jawed vertebrates, with no orthologues described in simpler organisms such as nematodes or *Drosophila*. There is little sequence homology outside the DUF domain, and although the DUF1669 structure is known (PDB 5LZK [4]), the structures of the highly variable carboxy-termini are not.

The primary amino acid sequences of the FAM83 family give little insight into their function. The DUF1669 domain contains a pseudo-phospholipase D (PLD) domain, but no PLD enzymatic activity has been recorded for any of the family members [5]. Until recently, most attention has been paid to the oncogenic properties of the FAM83 family in numerous cancers. Broadly speaking, the FAM83 family members are found to be overexpressed in many cancers, with some (like FAM83A) being implicated in acquired therapy resistance [6]. Although less is known about the role of FAM83F in oncogenesis compared with other family members, it is linked to oesophageal small-cell carcinoma [7], papillary thyroid cancer [8], non-small cell lung cancer [9–11] and breast and cervical cancer [12,13]; increased expression is also implicated in poor patient survival in other cancers [14]. Despite studies over the last decade increasingly associating the FAM83 family with oncogenesis, the mechanisms by which they drive tumorigenicity are largely unknown [15,16].

The FAM83 family has been associated with several signalling pathways, and members interact with many different binding partners, including c-RAF and PI3K (FAM83A [6]), RAS and cRAF (FAM83B [17]), the chromokinesin KID and dynein light chain (DYNLL1) (FAM83D [18,19]), SMAD1 and CD2AP (FAM83G [20,21]) and keratins (FAM83H [22]). Using a proteomics approach, Fulcher *et al*. [23] showed that all members of the FAM83 family bind at least one isoform of casein kinase 1 (CK1), a pleiotropic and highly conserved serine/threonine kinase involved in many cellular processes and implicated in carcinogenesis [24]. All family members bind to the CK1α isoform, and these interactions contribute to the sub-cellular localization of both proteins. This interaction with CK1α is dependent upon a F-x-x-x-F sequence motif towards the C-terminus of the DUF1669 domain of the FAM83 family proteins [23].

With respect to specific FAM83F interactors, both FAM83F and its most closely related family member, FAM83G, regulate canonical Wnt signalling through their interaction with CK1α, and when overexpressed in *Xenopus laevis* embryos, both induce a complete secondary axis [3,25]. Mutation of either of the phenylalanine residues in the F-x-x-x-F sequence motif of FAM83F renders the protein incapable of modulating the Wnt pathway [25]. FAM83F also binds to and stabilizes p53 [26], and in doing so increases its activity. FAM83F was originally identified from a medaka (*Oryzias latipes*) cDNA library as one of a pool of genes that, when co-expressed with p53 in H1299 cells, leads to an increase in p53 abundance [27]. Salama *et al*. [26] used similar cell culture-based methods to show that FAM83F binds to and stabilizes p53 and that the interaction between FAM83F and p53 reduced the ubiquitination of the latter. Several other putative FAM83F interactors have also been identified through mass spectrometry and have yet to be explored, including Met, Ephrin B1 and 8 of the 15 human syntaxins (Gopal Sapkota, unpublished).

FAM83F is part of the ‘ignorome’ a term coined for the majority of protein coding genes that remain poorly characterized and to which there is little or no reference in the literature [28]. It is easier to study a gene that has already been studied [29], but to increase our understanding of biomedical science, we need to explore the roles of such proteins, particularly those implicated in human disease. These proteins are often hard to study; in the case of FAM83F, most of the experiments described in the literature are conducted in cell culture and/or by overexpression, probably because FAM83F is expressed at very low levels, and is often only detectable by immunoprecipitation [25,26]. Insights into gene function can often be gained by studying the roles they play in development, so to elucidate the role of endogenous FAM83F *in vivo*, we characterized its expression in zebrafish embryos, and used CRISPR (clustered regularly interspaced short palindromic repeats)/CRISPR-associated protein 9 (Cas-9) genome editing to KO the primary FAM83F orthologue in zebrafish, *fam83fa*. We show that loss of *fam83fa* leads to hatching defects and impairment of cellular degradation pathways, and that *fam83fa^−/−^* embryos show increased sensitivity to genotoxic stress. We show that Fam83fa protein is itself targeted to the lysosome, making it difficult to detect at the endogenous level. We propose that Fam83fa modulates autophagic processes, including larval hatching, and that impairment of autophagy following the DNA damage response causes the increased sensitivity to genotoxic stress in *fam83fa^−/−^* embryos. To our knowledge, this is the first work investigating the role of endogenous FAM83F in the physiologically relevant *in vivo* context.

## 2. Material and methods

### 2.1. Animal housing, husbandry and microinjection

All animal work, including housing and husbandry, was undertaken in accordance with The Crick Use of Animals in Research Policy, the Animals (Scientific Procedures) Act 1986 implemented by the Home Office in the UK and the Animal Welfare Act 2006. Consideration was given to the ‘3Rs’ in experimental design. The zebrafish Zirc AB line was used as WT and as the genetic background for mutant line generation. Animals were maintained on a standard light/dark cycle, and for most zebrafish experiments, embryos were obtained by tank mass-spawning, with males and females separated overnight and barriers removed in the morning. *Xenopus laevis* embryos were obtained by *in vitro* fertilization and staged according to as previously described [30]. Embryos were maintained in Normal Amphibian Medium [31] until the four-cell stage, at which point they were injected with 500 pg of the indicated capped mRNA into a single ventral blastomere. Embryos were allowed to develop until approximately stage 35 at which point they were fixed in 4% paraformaldehyde. Embryos were then counted and scored for secondary axial phenotype classes as previously described [25].

### 2.2. Generation of *fam83fa^−/−^* mutant zebrafish lines

sgRNAs (single guide RNAs) were designed using CHOPCHOP [32] using the GRCz10 assembly and default search parameters. sgRNAs were selected based on their efficiency and lack of off-target effects (electronic supplementary material, table S1). The sgRNA and Cas9 protein were assembled into a ribonucleoprotein complex *in vitro* just prior to injection at the one-cell stage, as previously described [33–36]. At 24 h post fertilization (hpf), 10 embryos from each set of injections (sgRNA1 + 3 and sgRNA2 + 4) were screened to determine mutagenesis efficiency using standard PCR and primers designed to amplify the targeted region (electronic supplementary material, table S1). Amplicons were then TA cloned (see below) and Sanger sequenced to confirm presence of indels and to determine mutagenesis efficiency (100%). The F_0_ generation was then outcrossed to Zirc AB WT fish and a small number of embryos from the resulting clutch (F_1_) was screened for germline transmission by PCR and TA cloning as above. As germline transmission was identified in these samples, the remaining F_1_ embryos were reared to adulthood, fin-clipped and screened by PCR using the Inference of CRISPR Edits (ICE) algorithm, which allows batch analysis of CRISPR induced indels using Sanger-sequencing-generated .ab1 files [37] (see github.com/synthego-open/ice). F_1_ heterozygote siblings carrying identical mutations were then incrossed to generate F_2_ homozygotes, then incrossed again to generate the F_3_ maternal-zygotic (MZ-) generation, as well as being maintained as heterozygous outcrossed lines. Once the precise mutations were defined, genotyping was subsequently outsourced to Transnetyx.

### 2.3. Cloning, plasmids and *in vitro* transcription

Total RNA was obtained from ~50 zebrafish embryos using the NucleoSpin RNA extraction kit (Macherey-Nagel). cDNA libraries were then synthesized using the SMARTer PCR cDNA Synthesis Kit (Clontech; PT4097−1) according to the manufacturer’s instructions. ORFs for *fam83fa* and *fam83fb* were amplified from cDNA libraries and either TA cloned using the pGEM-T Easy Vector System (Promega) or the pENTR/D-TOPO vector system (Thermo Fisher). The *fam83fa^1-500^* construct was made using a reverse primer with a STOP codon at amino acid position 501 (electronic supplementary material, table S1). For microinjection, inserts were then subcloned into pCS2+N’ HA tagged vectors that had been converted into Gateway (Invitrogen) destination vectors, according to the manufacturer’s instructions. PCR templates for *in vitro* transcription were generated from the pCS2+N′ HA–tagged destination vectors. Templates were then used in an SP6 Message Machine (Invitrogen) transcription reaction to generate capped mRNAs. The *hgg1* probe plasmid was a gift from Shingo Maegawa [38]. The pDEST-CMV-N-Tandem-mCherry-EGFP plasmid was a gift from Robin Ketteler (Addgene plasmid no. 123216; RRID: Addgene_123216) [39]. All constructs were Sanger-sequenced by the Genomics Equipment Park Science Technology Platform at the Crick.

### 2.4. Whole mount *in situ* hybridization (WMISH)

Digoxigenin (DIG) labelled probes were generated by *in vitro* transcription using a purified PCR template with the T7 promoter sequence at the 3’ end. (See electronic supplementary material, table S1 for primer sequences). A 20 µl reaction (DIG RNA labelling mix (Roche), T7 RNA Polymerase (Roche), 10X Transcription Buffer (Roche), Ribo-Lock RNase inhibitor (Thermo Fisher)) was used to generate the probe, which was then purified using the RNA Clean and Concentrator−5 kit (Zymo). Purified probes were quantified by nanodrop, checked for integrity by running on a 1% agarose gel and stored in hybridization buffer (50% formamide, 5X SSC, 0.1% Tween 20, 50 μg ml^−1^ heparin, 500 μg ml^−1^ Torula RNA, citric acid to pH 6) at −20°C until required. WMISH was performed as previously described [40], on embryos stored in methanol at −20°C for no longer than 1 month.

### 2.5. Image acquisition and live-imaging

Fixed zebrafish embryos were mounted in 2% methylcellulose on agarose coated dishes, and brightfield images captured with a Leica M165 FC microscope and a Leica DFC310 FX camera, operated by LAS v. 4.9 software. Live zebrafish imaging was performed using the same microscope. Embryos were imaged in glass bottom dishes in E2 medium. For confocal imaging, HEK293T cells were grown in µ-Slide 8-well chamber slides (Ibidi). Before imaging cells were washed in PBS. Images were obtained using a Plan-Apochromat 63×/1.40 Oil DIC M27 objective of a Zeiss inverted Axio Observer LSM 710 confocal microscope, using the 405, 543 and 639 nm laser lines to capture Z stack images. Image acquisitions and maximum intensity projections (MIPs) were performed by ZEN 2010 software. Images were processed for brightness and contrast in Fiji [41], following the principles outlined by Rossner & Yamada [42]. For the live hatching experiment, embryos were imaged in 96-well plates, with embryos arranged into three stripes: WT embryos in columns 1–4, MZ-*fam83fa^−/−^* KO1 embryos in columns 5–8 and *MZ-fam83fa*^−/−^ KO2 embryos in columns 9–12. Over the course of three independent experiments, these positions were changed to mitigate for any fluctuations in temperature at any given position. U-bottomed 96-well plates were imaged on a Ti2 inverted microscope (Nikon) with motorized XY stage (ASI) and sample temperature was maintained at 28.5°C using an environmental chamber (Okolab). Brightfield images were captured of each well every hour from 32 to 80 hpf, using a 2X/0.1 NA Plan Apo objective with 1.5× intermediate magnification, with a CMOS camera (UI−3280SE, iDS) for an image pixel size of 1.15 µm. The microscope was controlled with Micro-Manager v. 2.0 software [43]. For the temporal development experiment, the imaging set up was that used in the hatching experiment and as previously described [44], with the exception of sample temperature changes where indicated.

### 2.6. Ionizing radiation and methyl methanesulphonate treatment

For ionizing radiation (IR) treatment, embryos were plated at a density of 50 per 100 mm dish in E2 medium. Embryos were treated in a GSR D1 caesium-137 (^137^Cs) irradiator, on the shelf furthest away from the source to ensure even exposure. No more than six plates were treated at any one time and irradiation times were calculated using the following equation: dose required in Gy/(dose rate in Gy min^−1^ at level 3 [0.548 Gy min^−1^ at 2019–2020]). Untreated embryos were taken to the irradiator alongside treated embryos but were not exposed. Following treatment, embryos were allowed to develop at 28.5°C. Embryo medium was changed at least once a day, with dead embryos and debris being removed daily. For methyl methanesulphonate (MMS) treatment, embryos were incubated in 250 µM MMS in 6-well plates, with 25 embryos per well, from shield stage (6 hpf) for 19 h, at which point the MMS was washed-off and replaced with E2 embryo medium. Embryos were then incubated at 28.5°C and monitored until they reached 5 days post fertilization, at which point any remaining live embryos were euthanized. A minimum of 50 embryos of each genotype were used per biological replicate (*n* = 3).

### 2.7. RNA-seq

Embryos treated with IR and control embryos were collected in 2 ml tubes (*n* = 15 per replicate), washed, resuspended in 350 μl RLT buffer (Qiagen) and homogenized using a 1 ml syringe with a 21G×1½’ needle. Samples were snap-frozen and stored at −80°C until all three biological replicates had been collected. Samples were then subject to automated RNA extraction using the RNeasy Mini Kit (Qiagen), with in-column DNase treatment step. RNA samples were then quantified and 25 μl of 150 ng μl^−1^ of each sample was subject to Qubit quantification and Agilent TapeStation 4200 analysis to determine quality and fragment size. After QC, ribosomal RNA (rRNA) was depleted using the Ribo-Zero Plus rRNA Depletion Kit (Ilumina), followed by library preparation using the KAPA mRNA HyperPrep Kit for Illumina Platforms, both according to the manufacturer’s instructions. Single read sequencing (75 bp) was then performed on the Illumina HiSeq 4000 platform. After filtering and trimming, Bowtie2 was used to map the sequencing reads to the GRCz11 assembly. There were a minimum of 15 million reads per condition, of which ≥6.5 million were uniquely mapped, and of these, ≥75% corresponded to exonic coding sequences. All data have been deposited in NCBI’s Gene Expression Omnibus [45,46] and are accessible through GEO Series accession number GSE244291 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244291). Bioinformatic analysis was performed in R (full code is available at 10.5281/zenodo.10423383) [47].

### 2.8. Quantitative real-time PCR (qRT-PCR)

qRT-PCR primers were designed using Primer3 (http://primer3.ut.ee/) [48], to yield an amplicon of between 75 and 200 bp, with a T_m_ of 60°C ( ± 2°C). Amplicons were designed to be intron-spanning, with a G or C at the 3′ end, a GC content of 40–60% to increase stability and low self-complementarity to avoid primer dimers. All qRT-PCR primers, whether designed externally or by using Primer3, were validated before use by standard PCR followed by efficiency testing by standard curve. Only primers with an efficiency of ≥90% (1.8–2.2), and a single melt curve, were taken forward for use in qRT-PCR experiments. Total RNA was extracted from pools of 20–25 embryos (unless otherwise stated) using either TRIzol chloroform extraction followed by isopropanol precipitation and LiCl precipitation or using the RNeasy Mini Kit (Qiagen). 1 µg of RNA was then used to synthesize cDNA in a 20 µl reverse transcription reaction using 5X First Strand Buffer and MMLV-RT (Promega) with random hexamers. 10 µl qRT-PCR reactions were performed using Precision PLUS qPCR Master Mix with SYBR green (PrimerDesign) in 384-well white plates on a Roche LightCycler 480. All qRT-PCR reactions were subject to a post PCR melt-curve to validate primer specificity, and every sample, including minus-RT and no-template controls, was run in technical triplicate. The reference gene *18S* was also run on every plate in technical triplicate. Relative gene expression values were calculated using the Livak method (∆∆Ct) [49]. Minimum Information for Publication of Quantitative Real-Time PCR Experiments guidelines [50] were followed to ensure data integrity, and all primer sequences can be found in electronic supplementary material, table S1.

### 2.9. Western blotting

Zebrafish embryos were manually dechorionated and transferred to non-stick tubes in batches of 25. Liquid was aspirated off and 200 μl ice-cold 50% Ginzburg Fish Ringers solution without calcium (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_) was added. Embryos were pipetted up and down until the yolks came away, then a further 800 μl of Ginzburg Fish Ringers solution was added. Tubes were inverted to mix, then centrifuged at 1000*g* for 3 min at 4°C. Supernatant was removed (leaving ~20 μl) and 1 ml of ice-cold wash buffer (110 mM NaCl, 3.5 mM KCl, 2.7 mM CaCl_2_, 10 mM Tris- HCl pH 8.5) added. Tubes were shaken at 350*g* at 4°C for 5 min, then centrifuged at 1000*g* for 3 min. Cell pellets were then lysed in 100 μl per 25 embryos of freshly made lysis buffer (100 μl 1M Tris pH 8.0, 20 μl 0.5M EDTA pH 8.0, 250 μl 10% IGEPAL (NP40), 100 μl 1.25 M sodium β-glycerophosphate, 500 μl 1M NaF, 5 μl 20 μM Calyculin A, 250 μl 200 mM sodium pyrophosphate, 500 μl 10X protease inhibitor cocktail (Pierce, A32965), 3.275 ml ddH_2_O) and 4X SDS (sodium dodecyl-sulphate) loading dye was added. Extracts were heated to 95°C for 10 min, allowed to cool at RT for 2–3 min, then loaded onto nUView Precast (4–20% gradient Tris-Glycine) gels (Generon) and separated by SDS-PAGE (polyacrylamide gel electrophoresis) in 1X Tris-glycine running buffer (3% Tris, 14.4% glycine, 1% SDS in H_2_O). Proteins were transferred onto low fluorescence polyvinylidene fluoride (LV-PVDF) membranes in transfer buffer (3% Tris, 14.4% glycine, 0.5% SDS, 20% (*v*/*v*) methanol) using the standard ‘transfer sandwich’ method. Following transfer, membranes were blocked in 1X Odyssey Blocking Buffer (TBS) (LI-COR) in TBS. Membranes were incubated overnight in primary antibodies in blocking buffer (anti-p53, ab77813 [9.1] [51]), 1:200, anti-β-actin, (CST C4967), 1:1000, anti-HA, (Sigma H3663), 1:1000) before washing in TBST (TBS+0.1% Tween) and overnight incubation in secondary antibodies (Goat anti-rabbit IRDye 680 RD and anti-mouse IRDye 800 CW (LI-COR), 1:10 000) in TBST with 0.02% SDS at RT. Membranes were washed, then imaged on the LI-COR Odyssey imaging system in the 700 and 800 nm channels. Images were processed for brightness and contrast in Adobe Photoshop CC (2019) following the principles outlined by Rossner & Yamada [42]. Western blotting densitometry quantification was performed by importing the .tiff file into Fiji [41], thresholding, analysing particles and measuring mean grey values. Values for experimental bands were then normalized to the input bands and either plotted accordingly or expressed as a fold change value where indicated. The p53 antibody was additionally validated by western blotting protein extracts from zebrafish embryos exposed to a dose-response of IR (20, 30 and 40 Gy), to confirm increasing abundance of p53 protein (data not shown).

For *Xenopus*, embryos were obtained as described above and injected into the animal hemisphere at the one-cell stage with 500 pg of the indicated capped mRNA. Embryos were allowed to develop to stage 10 before being lysed in 10 μl per embryo ice-cold lysis buffer (1% IGEPAL, 150 mM NaCl, 10 mM HEPES, pH 7.4, 2 mM EDTA and protease inhibitor cocktail [A32965; Pierce]). Lipids and yolk were removed from the lysate by Freon extraction (equal volume), and the aqueous phase was collected following centrifugation for 15 min at 4°C. Protein extracts were then denatured in SDS buffer before being separated by SDS–PAGE as described.

### 2.10. Cell culture and tandem fluorescence assay

HEK293T cells were cultured in DMEM, high glucose (Gibco, Thermo Fisher Scientific) containing 10% Foetal Bovine Serum (Thermo Fisher Scientific). Cells were passaged at 80% confluency using TrypLE Express (Thermo Fisher Scientific). For transfections cells were grown in µ-slide 8-cell chamber slides (Ibidi). Cells were transfected with a plasmid containing tandem fluorescent proteins GFP/mCherry (empty vector, EV), tandem GFP/mCherry fluorescently tagged Fam83fa protein and tandem GFP/mCherry fluorescently tagged truncated Fam83fa^1-500^ protein (37.5 ng per well) using FuGENE HD transfection reagent as per the manufacturer’s guidelines. After 24 h of transfection, cells were treated with 50 µM Bafilomycin for 2 h.

## 3. Results

### 3.1. Fam83fa is expressed in the embryonic hatching gland

The zebrafish genome was interrogated to obtain the coding sequence for the open reading frame (ORF) of *fam83f*. Due to genome duplication, zebrafish frequently have more than one orthologue of a human gene (reviewed in [52]) and *fam83f* is no exception with two orthologues, *fam83fa* and *fam83fb*, both containing five exons, on chromosomes 3 and 6, respectively. Fam83fa most closely aligns to FAM83F in human and other species (including mouse and *Xenopus*; electronic supplementary material, figure S1A) and contains the F-x-x-x-F sequence motif required for CK1α interaction [23,25]. Furthermore, human (and mouse and *Xenopus*) FAM83F has a C′ terminal CaaX box consisting of an invariant cysteine, two aliphatic amino acids and a terminal amino acid ‘X’. This CaaX box motif is recognized by prenylation enzymes which add either a farnesyl or geranylgeranyl moiety to the cysteine residue, targeting the protein to cell membranes [53]. Zebrafish Fam83fa, despite not having a ‘canonical’ CaaX box at the C′ terminus, is still predicted to be farnesylated in the same way as human FAM83F, on the invariant cysteine residue of the C′ terminal CIQS sequence [54] (electronic supplementary material, figure S1B). By contrast, Fam83fb is 108 aa shorter than Fam83fa (447 aa compared with 555 aa) and does not contain any C′ terminal residues that are predicted to be prenylated. Moreover, whereas overexpression of Fam83fa causes a secondary axis in *Xenopus* embryos [25], overexpression of Fam83fb does not (electronic supplementary material, figure S1C). It is therefore likely that Fam83fa is the orthologue most closely resembling human FAM83F and we termed this the primary orthologue.

According to the White *et al*. [55] RNA-seq dataset and our qRT-PCR data (figure 1*a*), *fam83fa* is expressed maternally, between 2 and 4 hpf, with expression levels dropping off after zygotic genome activation (ZGA, ~4 hpf) and peaking again around 24–48 hpf, albeit at a lower level. Whole mount *in situ* hybridization confirmed that *fam83fa* is expressed at late gastrula stage (90% epiboly) in the pre-polster, a distinct group of mesendodermal cells located underneath the developing forebrain from around 75% epiboly (8 hpf) [56] (figure 1*b*). As this group of cells arises from the anterior axial hypoblast at around 8 hpf [57], this expression profile was in keeping with the qRT-PCR data, which showed that following ZGA, levels of *fam83fa* transcript start to increase after 8 hpf. The pre-polster becomes the polster by the end of gastrulation and by 12 hpf, it was visible as a U-shaped mesendodermal structure in front of the boundary of the anterior neural plate (figure 1*c*). The polster itself is part of the pre-chordal plate and is the rudiment to the hatching gland [58–60]. As development progresses, the polster cells migrate in an anterodorsal direction to fan out across the yolk sac where they form the hatching gland proper [56,61], and by 18 hpf *fam83fa* expression was restricted to the early hatching gland (figure 1*d*). *fam83fa* expression in the hatching gland was apparent at 24 hpf and continued to persist at 48 hpf (figure 1*e–f*).

**Figure 1.**
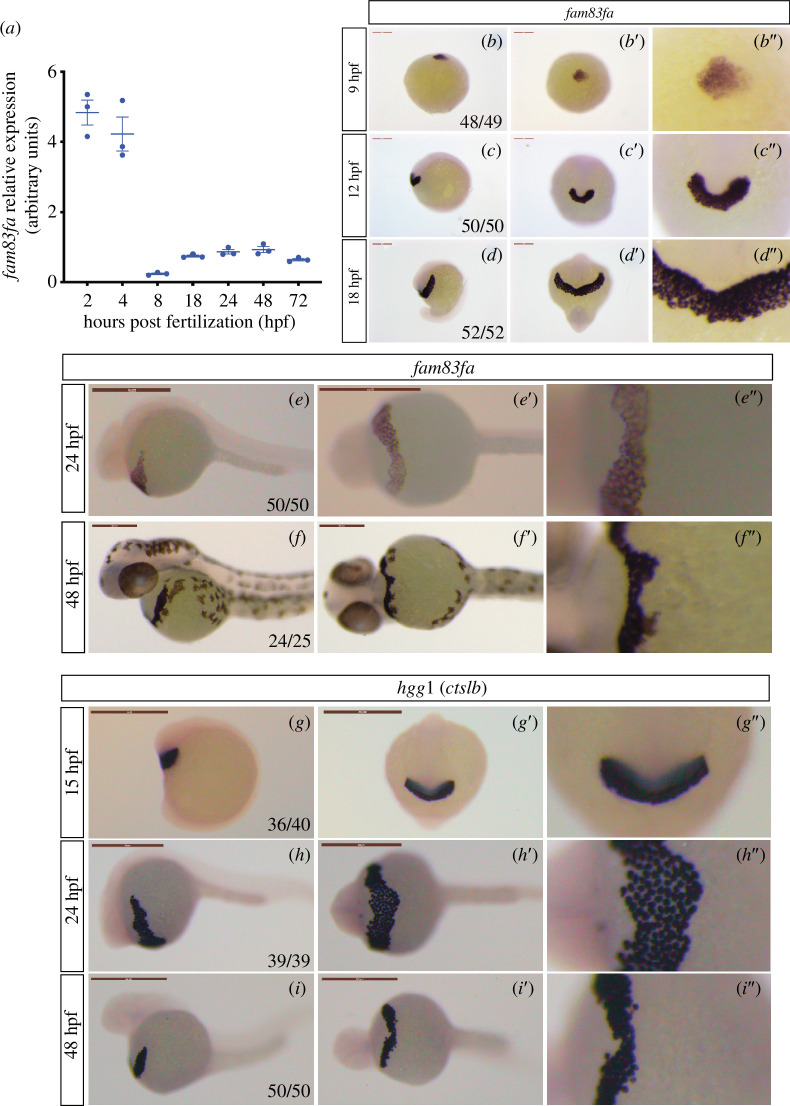
Zebrafish *fam83fa* is expressed in the hatching gland (*a*) qRT-PCR of *fam83fa* expression (arbitrary units) in whole embryos across developmental time-series as shown. Data points = one biological replicate, *n* = 3. Error bars = s.e.m. All data normalized to *18S* and calculated using the ∆∆Ct (Livak) method. (*b–f*) *fam83fa* expression by whole mount *in situ* hybridization in stages as labelled. Lateral views (*b–f*), dorsal (*b*) or ventral views (*c′–f′*) and zoomed in regions of centre image (*b″–f″*) shown. Numbers of embryos are denoted in first image. *fam83fa* is expressed in the pre-polster, the polster and the hatching gland. Scale bars = 250 μm (except 24 hpf = 500 μm). (*g–i*) *hgg1* expression by whole mount *in situ* hybridization in stages as labelled. Lateral views (*g–i*), anterior (*g’*) or ventral views (*h′–i’*) and zoomed in regions of centre image (*g″–f″*) shown. Scale bars = 500 μm.

The hatching gland is a specialized temporary structure present in the embryos of anuran amphibians and fish species, including teleost embryos such as zebrafish [62]. The primary role of the hatching gland is to release proteolytic enzymes that soften the surrounding chorion [63]. This chorion softening, combined with the spontaneous movement of the larvae, allows hatching to occur, usually sometime between 48 and 72 hpf [64]. To validate the spatial domain of *fam83fa* expression, we performed whole mount *in situ* hybridization for *hatching gland gene 1* (*hgg1*), also known as *cathepsin Lb* (*ctslb*), an endopeptidase expressed in hatching gland cells at 24 hpf [63,65,66]. The spatial expression domain of *hgg1* matched that of *fam83fa*, confirming that *fam83fa* is expressed in the hatching gland of the zebrafish embryo (figure 1*g–i*).

### 3.2. Generation of *fam83fa^−/−^* zebrafish lines

Most *in vivo* studies into the role of FAM83F have used overexpression assays, but the best way to infer the biological function of a gene is to assess the effect of its KO. We therefore used CRISPR/Cas9-mediated KO approaches to generate stable *fam83fa^−/−^* zebrafish lines.

One consideration in our KO strategy was the issue of functional redundancy, where a gene (usually a member of the same family) assumes the function of the absent gene, resulting in no apparent (or a mild) phenotype [67]. We also took into account the phenomenon of genetic compensation, where another gene is upregulated to compensate for the deleted gene’s function, a phenomenon that occurs in genetic mutants but not in morphants [68]. This transcriptional adaptation occurs in response to mutant mRNA decay and compensatory genes are transcriptionally upregulated in a sequence specific manner [69]. With these points in mind, we decided to generate four different *fam83fa^−/−^* KO lines to increase the probability that at least one line would escape these compensatory mechanisms and be more likely to show a phenotype.

Four guide RNAs (gRNAs) were designed using the online program CHOPCHOP [32] to target both transcript variants of *fam83fa* leading to complete loss of the DUF1669 domain (figure 2*a*). To increase the probability that a double-stranded break would be induced in the injected embryos, gRNA 1+3 RNP (ribonucleoprotein) complexes and gRNA 2+4 RNP complexes were injected together, to target exons 1 and 2 simultaneously. Screening of >100 animals at the F_1_ generation, using a combination of MiSeq next generation sequencing and Sanger sequencing, confirmed the high efficiency of this approach (data not shown). Of these fish, we selected four genotypes where the induced mutations were predicted to induce a premature termination codon (PTC) upstream of the F-x-x-x-F sequence motif (F275/F279), as a result of a shift in the ORF. These four genotypes were denoted *fam83fa^−/−^* KO1-KO4 (electronic supplementary material, table S2), and schematic representations of KO1 and KO2 are shown in figure 2*b*. As no commercial Fam83fa antibody is available, we validated our *fam83fa^−/−^* KO lines at the mRNA level. mRNAs harbouring a PTC that is 50–55 nucleotides upstream of the last exon:exon boundary trigger the non-sense-mediated decay (NMD) pathway and are degraded [70]. We predicted that all four of our *fam83fa^−/−^* KO lines would show reduced levels of *fam83fa* transcripts, which we confirmed by qRT-PCR (figure 2*c*). All four F_3_ generation maternal-zygotic (MZ-) *fam83fa^−/−^* KO lines showed reduced levels of *fam83fa* mRNA to a similar extent, with KO1 and KO2 being most severely affected; transcripts were undetectable using a second primer set (electronic supplementary material, figure S2A). Sanger sequencing of the qRT-PCR amplicons confirmed that all predicted PTC mutations induced in the genome had been carried forward in the residual mRNA/cDNA (figure 2*d*), confirming that all four MZ-*fam83fa^−/−^* KO lines were functionally null. Interestingly, qRT-PCR showed that in MZ-*fam83fa^−/−^* KO1, levels of both *fam83fb* and *fam83g* were significantly upregulated compared to both WT and the other three MZ-*fam83fa^−/−^* KO lines. This suggests that the specific mutation induced in KO1 is triggering a transcriptional adaptation response [69] that is absent in the other MZ-*fam83fa^−/−^* KO lines (figure 2*e–f*).

**Figure 2.**
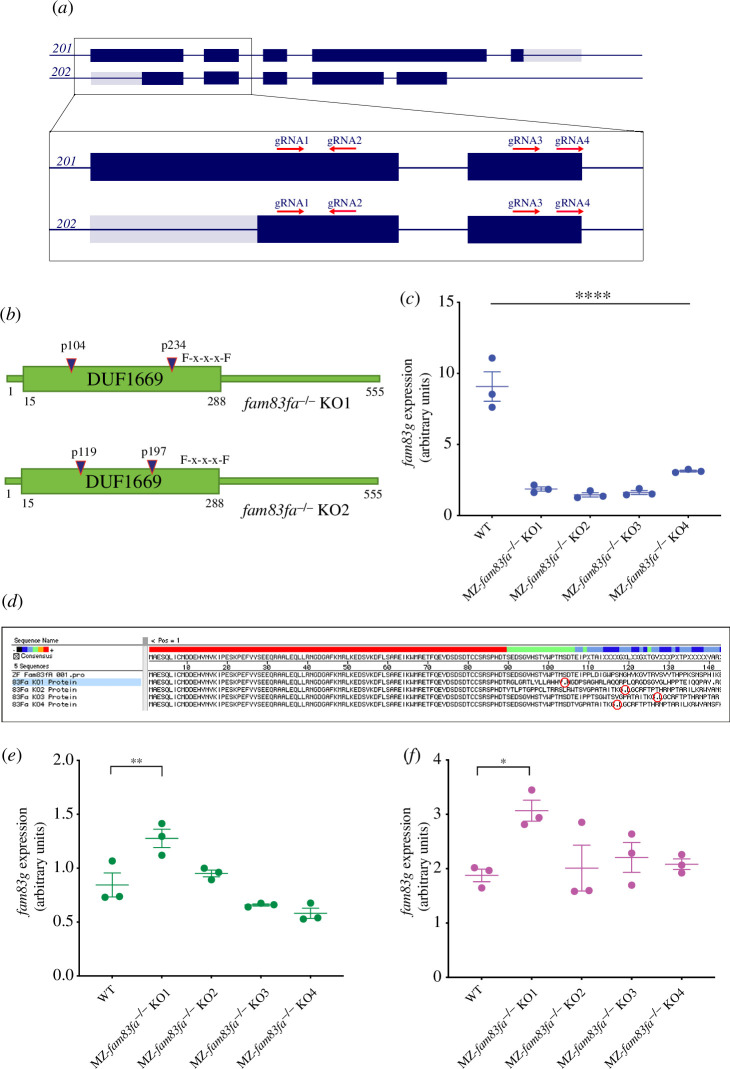
Generation of *fam83fa^−/−^* zebrafish lines by CRISPR/Cas9 (*a*) Schematic representation of *fam83fa* transcripts *201* and *202* showing CRISPR/Cas9 gRNA targeting regions. Dark blue and grey boxes denote exons and untranslated exonic regions, respectively. Zoomed region shows exons 1 and 2 and the gRNA (1–4) target regions (red arrows). Transcript *201* is the presumed primary transcript; however, all gRNAs were designed to promote complete loss of the DUF1669 domain by introducing indels at the 5’ end of either transcript. (*b*) Schematic of Fam83fa showing locations of the PTCs induced in the *fam83fa^-/-^* KO1 and KO2 lines by combined injection of gRNA1+ gRNA3 (blue triangles). Exons 1 and 2 (*a*) code for the first 210 aa of Fam83fa, therefore all gRNAs were predicted to induce PTCs in the DUF1669 domain upstream of the F-x-x-x-F sequence motif (for simplicity, only KO1-KO2 are shown). (*c*) Relative expression of *fam83fa* in WT and MZ-*fam83fa^−/−^* KO1–KO4 homozygous embryos as labelled, normalized to *18S* (arbitrary units). Data points represent biological replicates. Error bars = s.e.m. ****p < 0.00005, one-way ANOVA with Tukey’s post-hoc test. (*d*) *In silico* translation of the Sanger sequenced qRT-PCR products amplified in (*c*). PTCs are denoted by red circles. Alignment performed using MegAlign software (DNASTAR). (*e*) Relative expression of *fam83fb* in WT and MZ-*fam83fa^−/−^* KO1–KO4 homozygous embryos as labelled, normalized to *18S*. Error bars = s.e.m. **p < 0.005; *p < 0.05, one-way ANOVA with Tukey’s post-hoc test. Data points represent biological replicates. (*f*) As (*e*) except showing relative expression of *fam83g*.

Having validated our *fam83fa^−/−^* KO lines*,* we sought to identify any phenotype associated with loss of *fam83fa*. For practical reasons, we proceeded with all subsequent experiments using two of the four MZ-*fam83fa^−/−^* lines: MZ-*fam83fa*^*−/−*^ KO1 and KO2. These lines were selected because of the putative presence and absence of a transcriptional adaptation response, respectively.

### 3.3. *MZ-fam83fa^−/−^* phenotype characterization

*fam83fa* is expressed in the hatching gland (figure 1), so we asked whether hatching is affected in MZ-*fam83fa^−/−^* embryos. WT and MZ-*fam83fa^−/−^* KO1 and KO2 embryos were incubated at 28.5°C until they reached 24 hpf, at which point 32 embryos from each line were transferred into individual wells of a 96-well plate. Each well was maintained at 28.5°C and imaged every hour from 32 to 80 hpf. Time-lapse movies of the images captured were then manually analysed to determine the time at which each embryo hatched (figure 3*c*). Both MZ-*fam83fa^−/−^* KO lines hatched significantly earlier than WT counterparts (figure 3*a*). MZ-*fam83fa^−/−^* KO1 embryos were more severely affected, with hatching occurring on average 10 h earlier than WT embryos, compared with 5 h earlier for KO2 (figure 3*b*). This suggests that *fam83fa* is involved in the temporal regulation of larval hatching, and that loss of *fam83fa* leads to loss of this temporal control. The primary purpose of the chorion is to protect the embryo from the external environment [71] and therefore the length of time for which the embryo remains within the chorion is crucial to its survival chances [72].

**Figure 3.**
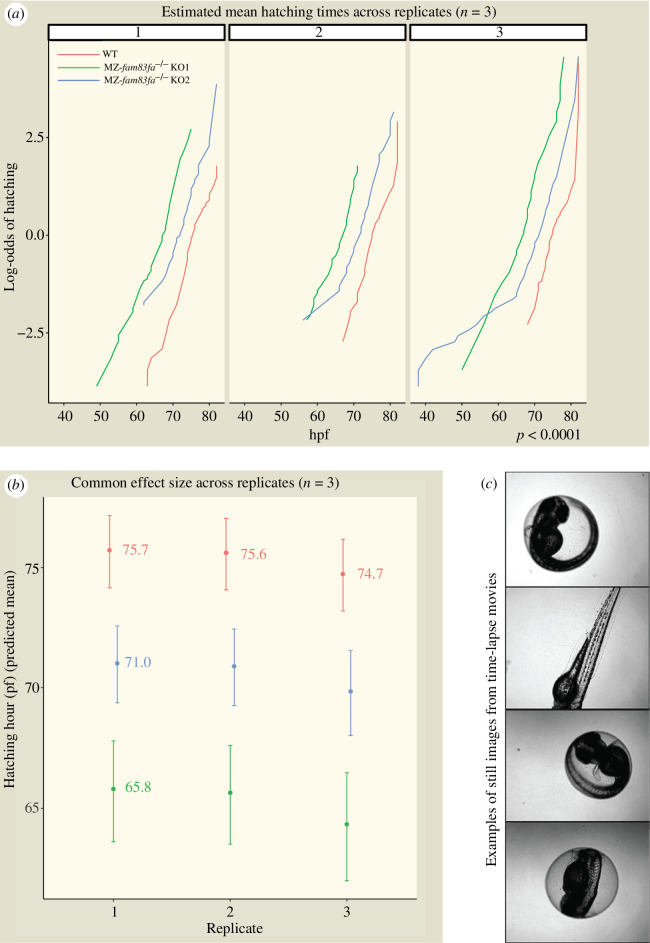
MZ-*fam83fa^−/−^* mutant embryos hatch earlier than WT. (*a*) Estimated mean hatching times across replicates (*n* = 3) for WT (red), MZ-*fam83fa^−/−^* KO1 (green) and MZ-*fam83fa^−/−^* KO2 (blue). Log-odds of hatching is plotted over time (hpf); where the curves cross 0.0 on the *y*-axis, 50% of the embryos have hatched. *p* < 0.0001, proportional odds logistic regression. (*b*) Common effect size across replicates shown as predicted mean hatching hour. Note that MZ-*fam83fa^−/−^* KO1 embryos hatch ~10 h earlier than WT. (*c*) Examples of still images from time-lapse movies used to determine hatching times.

We went on to ask whether premature hatching might be secondary to a general acceleration of development. We were unable manually to detect any differences in developmental rate in MZ-*fam83fa^−/−^* embryos compared with WT, but to test this in an unbiased fashion, we used a machine-learning based object classification algorithm that enables the temporal trajectory of mutant embryos to be directly compared with their WT counterparts [44]. Images were obtained of 96 embryos from WT and the most severely affected line, MZ*-fam83fa^−/−^* KO1, every 15 min from 4 to 18 hpf, then assessed by the classifier. These data confirmed there are no temporal developmental abnormalities in MZ*-fam83fa^−/−^* KO1 embryos—they develop at the same rate as WT (electronic supplementary material, figure S3). Our findings therefore demonstrate that loss of *fam83fa* in developing zebrafish embryos directly accelerates the hatching programme.

### 3.4. MZ-*fam83fa^−/−^* embryos show increased sensitivity to DNA damage

With the exception of premature hatching, MZ*-fam83fa^−/−^* KO1 and KO2 embryos displayed no obvious phenotype. It is not unusual for KO embryos to appear normal under laboratory conditions, because some phenotypes only manifest themselves in response to specific challenges [73–76]. With this in mind, we noted that Salama *et al*. [26] demonstrated that FAM83F stabilizes p53 and promotes its activity, so we first asked whether MZ*-fam83fa^−/−^* KO embryos, in which p53 levels may be reduced, are less susceptible to cell death induced by DNA damage, as observed in *p53^−/−^* null zebrafish [77]. To this end, we treated embryos from each genotype (WT, MZ*-fam83fa^−/−^* KO1 and MZ*-fam83fa^−/−^* KO2) with IR. Interestingly, MZ*-fam83fa^−/−^* KO1 and KO2 embryos were more severely affected by IR than were their WT counterparts in terms of morphological defects (bent body axis, oedema) and lethality, with MZ*-fam83fa^−/−^* KO1 again being the more severely affected (electronic supplementary material, figure S4A–B). Similar results were observed with the DNA damage-inducing agent MMS (electronic supplementary material, figure S4C–D).

The increased sensitivity of MZ*-fam83fa^−/−^* KO embryos to IR treatment suggests that Fam83f does not stabilize p53 in the early zebrafish embryo. To corroborate this conclusion, we extracted protein from WT and IR treated MZ-*fam83fa^−/−^* mutant embryos and analysed p53 levels by western blotting (figure 4*a,b*; electronic supplementary material, figure S5). p53 was undetectable in untreated embryos (figure 4*a*; electronic supplementary material, figure S5) and, as expected, there was significant induction in all IR-treated samples. However, there was no detectable difference in p53 levels in MZ-*fam83fa^−/−^*mutants compared with WT embryos at either 2 (t1) or 10 (t2) h following IR treatment. Similarly, qRT-PCR for *p53* and its downstream targets *mdm2*, *p21*, *puma* and *bax* [77,78] showed significant upregulation in all embryos following IR treatment, but we detected no difference between WT and MZ-*fam83fa^−/−^* mutant embryos (figure 4*c–d*). These data suggest that loss of *fam83fa* does not affect the stability of p53.

**Figure 4.**
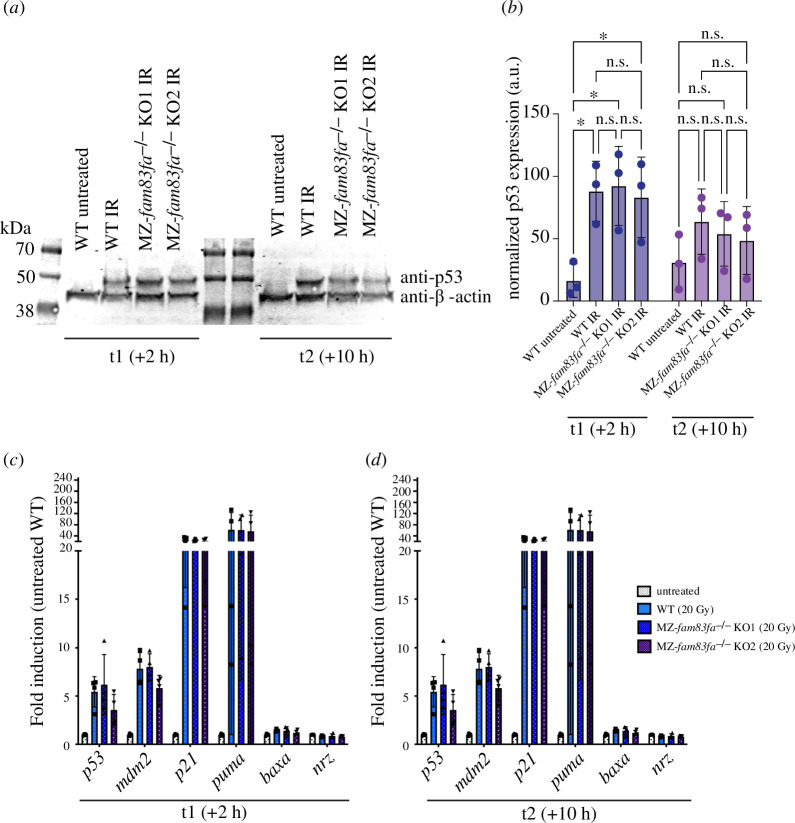
No difference in the p53 response was detected in MZ-*fam83fa^−/−^* embryos compared with WT. (*a*) Representative western blot for p53 and β-actin (input) in protein extracts from zebrafish embryos treated with IR at 24 hpf and harvested for protein extraction 2 h (t1) and 10 h (t2) after treatment. (*b*) Quantification of p53 band density for three independent experiments as represented in (*a*), normalized to β-actin and expressed as arbitrary units. *p < 0.05, two-way ANOVA with Šídák’s multiple comparison test. n.s. = not significant. Error bars = s.d. (*c*) qRT-PCR of mRNA extracted from WT or MZ-*fam83fa^−/−^* KO embryos as labelled, 2 h following treatment with IR at 24 hpf. qRT-PCR was performed for p53 target genes, including *p53* itself, and *nrz,* the zebrafish *bcl−2* homologue. Data represent mean of four biological replicates (data points), each consisting of 25 embryos per line, normalized to *18S* and expressed as fold induction relative to untreated WT. (*d*) Same as (*c*) except at 10 h following IR treatment. Two-way ANOVA with Tukey’s post-hoc test showed no significant differences between IR-treated WT and MZ-*fam83fa^−/−^* KO for any gene tested. Error bars = s.d.

### 3.5. RNA-seq reveals downregulation of phosphatidylinositol-3-phosphate (PI(3)P) binding proteins in MZ-*fam83fa^−/−^* embryos

If not through p53 stability, why is it that MZ*-fam83fa^−/−^* embryos are more sensitive to DNA damage? To address this question, we performed bulk RNA-seq on IR-treated and untreated embryos of each genotype. 

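The transcript of fam83fa itself was lower in both mutant lines than in WT embryos in every condition. In untreated embryos at t1 it stood at 4.14 ± 0.66 CPM (SD, n = 3 pools) in WT, 1.61 ± 0.061 in KO1 and 1.02 ± 0.10 in KO2. The log2FC against WT was −1.36 (SE 0.20, adjusted p = 0.00011 from edgeR) in KO1 and −2.01 (SE 0.21, adjusted p = 1.4e-06 from edgeR) in KO2. After IR, edgeR gave −1.27 (SE 0.20, adjusted p = 0.00017) in KO1 and −2.38 (SE 0.22, adjusted p = 5.6e-08) in KO2 at t1. At t2 the edgeR values were −1.51 (SE 0.21, adjusted p = 5.1e-05) in KO1 and −1.87 (SE 0.22, adjusted p = 3.8e-06) in KO2. Every mutant library lay below every WT library of its condition. The data are 27 libraries, 3 of each genotype (WT, KO1 and KO2) in each of 3 conditions. These are untreated embryos at 26 hpf (untreated t1), embryos at 26 hpf collected 2 h after 20 Gy of IR at 24 hpf (IR t1), and embryos at 34 hpf collected 10 h after it (IR t2). There is no untreated group at t2, so that a difference between t1 and t2 combines age with time after IR. The sample labels give at least 10 embryos per pool. The authors depleted ribosomal RNA, sequenced single reads of 75 bases, aligned them to GRCz11 with Bowtie2 and estimated a count per gene with RSEM. Here the expected counts were rounded to whole numbers and scaled by TMM, and 1 edgeR quasi-likelihood model was fitted to all 27 libraries over the 22285 of 32520 genes that passed filterByExpr. A gene counts as a DEG at an adjusted p under 0.05 and a log2FC of at least 0.5 in size, the paper's thresholds. Total counts per library were 22007491 to 23188858 (median 22586145) in untreated WT, 21974947 to 23239220 (median 23152660) in untreated KO1 and 21896943 to 27266191 (median 23478710) in untreated KO2. At IR t1 they were 25137459 to 26386921 (median 25292345) in WT, 25113070 to 28353490 (median 26565408) in KO1 and 21636435 to 27215131 (median 22848046) in KO2. At IR t2 they were 23318200 to 23924139 (median 23522886) in WT, 22639576 to 24819013 (median 24417400) in KO1 and 22320215 to 23940023 (median 22723969) in KO2.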

Total RNA was extracted from pools of 15 embryos 2 h after treatment, with additional pools being harvested 8 h later, because the DNA damage response involves early and later steps [79] (electronic supplementary material, figure S6A).

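Collection time, genotype and IR each set whole groups of libraries apart. In log2 CPM over the genes tested, component 1 separated embryos at 34 hpf from those at 26 hpf, and component 2 separated WT, KO1 and KO2. Component 3 separated irradiated from untreated embryos, with the IR t2 libraries between those of IR t1 and untreated t1. Component 4 separated both mutant lines from WT. The 4 components held 33.7%, 13.6%, 9.9% and 7.6% of the variance, 64.8% in sum. At the ends of the third component stood cdc20, aspm and cenpf, which act in mitosis, and, on the other side, the p53 targets bbc3 and cdkn1a. The fourth component had the lectin gene ITLN1 and the yolk protein gene vtg7 at 1 end and zgc:173443 and si:ch211-251f6.7 at the other. The 500 genes of highest variance gave 72.7% for the same 4 components, and scaling every gene to unit variance gave 61.2%.

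**Figure D1:**
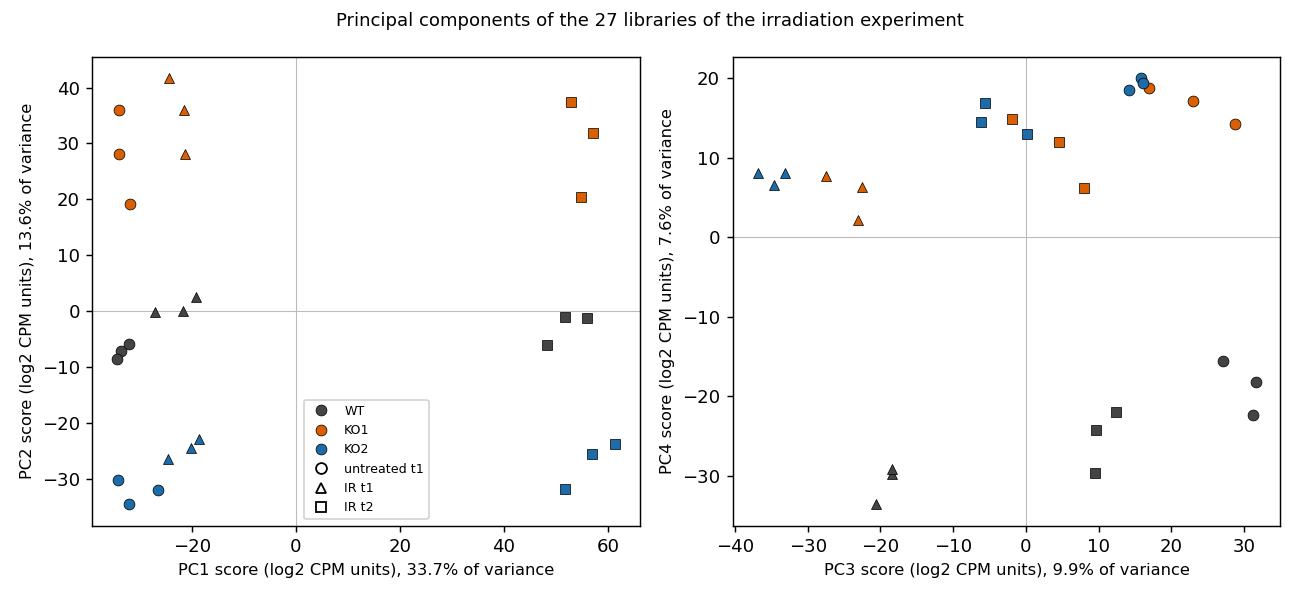
Scores of the 27 libraries on principal components 1 and 2 (left) and 3 and 4 (right), in log2 CPM units. Each point is 1 library, coloured by genotype, with circles for untreated t1, triangles for IR t1 and squares for IR t2. WT libraries lie between −33.58 and −15.58 on the fourth component and all KO1 and KO2 libraries between 2.21 and 19.98.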

Principal component analysis showed that most variance is described by four components (electronic supplementary material, figure S6B). Principal component 1 (PC1) accounts for developmental time (26 hpf versus 34 hpf) and PC2 accounts for treatment with IR (electronic supplementary material, figure S6C). 

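IR raised p53 target genes and lowered cell cycle genes in WT embryos at t1. The transcript of bbc3, which encodes the pro-apoptotic protein Puma, went from 2.38 ± 0.46 CPM (SD, n = 3) to 186 ± 19.9 CPM, a log2FC of 6.29 (SE 0.14, adjusted p = 1.2e-21 from edgeR). That of cdkn1a, which encodes the cell cycle inhibitor p21, went from 3.48 ± 0.30 CPM to 108 ± 8.1 CPM, an edgeR log2FC of 4.96 (SE 0.19, adjusted p = 8.1e-15). Of 33 p53 targets, 18 rose and none fell (19 rose when adjusted over the list alone; camera adjusted p = 2.5e-26 with a preset correlation and 3.5e-06 with an estimated correlation). They include mdm2, the ubiquitin ligase of p53, at 3.61, and phlda3 at 4.14. Of 45 cell cycle genes, 35 fell and none rose (35 when adjusted over the list alone; camera adjusted p = 1.2e-62, or 0.0029 with an estimated correlation), with a log2FC of −2.29 for cdc20 and −2.25 for cenpf. Of 21 neural progenitor markers 9 fell and none rose (9 when adjusted over the list alone; camera adjusted p = 4.4e-08, or 0.28 with an estimated correlation), so that a change in cell types stays open. The interferon-induced genes isg15 and ifit8 rose by 8.67 and 5.37 on the log2 scale, 2 of 17 interferon response genes (2 when adjusted over the list alone), whose list had a camera adjusted p of 0.0055, or 0.13 with an estimated correlation. From IR t1 to IR t2, 24 of 25 lens genes and 24 of 32 skeletal muscle genes rose, with 1 muscle gene lower (the same counts when adjusted over each list alone). The camera adjusted p was 2.2e-26 for lens, or 0.075 with an estimated correlation, and 8.7e-19 for muscle, or 0.040 with an estimated correlation. The lens crystallin cryaa had an edgeR log2FC of 5.70 (SE 0.52, adjusted p = 4.0e-09) and the muscle parvalbumin pvalb1 one of 2.72 (SE 0.08, adjusted p = 7.6e-20). Over the same hours 15 p53 targets fell and 3 rose (the same when adjusted over the list alone; camera adjusted p = 4.4e-07, or 0.017 with an estimated correlation), with bbc3 at −2.85 and cdkn1a at −1.25. In all, edgeR called 1023 genes for IR at t1 in WT (495 higher and 528 lower), 997 in KO1 (460 and 537) and 1086 in KO2 (453 and 633), and 4104 between IR t2 and IR t1 in WT (2818 and 1286). The same 637 genes were called in 1 direction in all 3 genotypes, 275 higher and 362 lower. A difference of the IR response from WT was called for no gene in KO1, where 505 genes (2.3%) had an unadjusted p under 0.05 and DESeq2 also called none. In KO2 it was called for 1 gene, RFX7, whose response of 1.55 in WT and 0.50 in KO2 differed by −1.05 (SE 0.13, adjusted p = 0.00024 from edgeR). It was not called with offsets from effective lengths (−0.79, edgeR adjusted p = 0.525) or by glmTreat (adjusted p = 0.451). With same-numbered libraries of a genotype as a block, edgeR called 2 such genes in KO2 and 0 in KO1. The collection time, t1 or t2, explained 98.2% of the variation of scores on the first component, which combines age with time after IR. The condition explained 90.1% on the third, which IR alone explained to 93% among the t1 libraries and to 57.6% among all libraries. With every gene scaled to unit variance, the component of the condition was the second, at 74.9%.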

PC3 appears to represent the three genotypes (WT, MZ*-fam83fa^−/−^* KO1 and KO2), which separate roughly into three horizontal lines (electronic supplementary material, figure S6D). 

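The mutant lines differed from each other in many genes, and in opposite directions from WT in some. The fam83fa paralog fam83ga stood at 5.61 ± 0.45 CPM (SD, n = 3) in untreated KO1, 9.59 ± 2.47 CPM in WT and 16.4 ± 1.4 CPM in KO2. Between KO1 and KO2 its edgeR log2FC was −1.55 (SE 0.23, adjusted p = 0.00021), and −1.56 at IR t1 and −1.46 at IR t2. ITLN1, which encodes an intelectin, was higher in KO1 than in KO2, by an edgeR log2FC of 1.48 (SE 0.24, adjusted p = 0.00025) in untreated embryos. Directly between the lines, edgeR called 815 genes in untreated embryos, 823 at IR t1 and 705 at IR t2. On the second component, the scores were −3.03 ± 3.89 (SD, n = 9) in WT, 30.99 ± 7.7 in KO1 and −27.96 ± 4.21 in KO2. Genotype explained 95.5% of their variation (exact p = 0.0036 over 9 sets of same-numbered libraries of a genotype, the smallest that 280 splits can give). With every gene scaled to unit variance, genotype explained 77.6% of the third component. The count between the lines fell to 518 in untreated embryos without KO1 replicate 2, to 522 at IR t1 without KO1 replicate 2 and 532 without KO2 replicate 3, and to 462 at IR t2 without KO1 replicate 2 and 467 without KO2 replicate 1.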

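Both mutant lines lay on the same side of WT on the fourth component. Its genes of highest loading include ITLN1, the yolk protein genes vtg7 and vtg6 and the insulin receptor substrate gene IRS2 on the side of the mutants, and zgc:173443, si:ch211-251f6.7, zgc:136254 and rnps1 on the side of WT. IRS2 differed between the mutant lines, with an edgeR log2FC of −3.84 (SE 0.75, adjusted p = 0.0037) of KO1 against KO2 at IR t1, or −6.8 without KO1 replicate 3. Against WT it had there 5.83 (SE 0.95, adjusted p = 0.0017 from edgeR) in KO2 and 2.00 (SE 1.33, adjusted p = 0.49 from edgeR) in KO1, which without KO1 replicate 3 was −0.97. The tubulin gene tubb4bl had an edgeR log2FC of −5.02 (SE 1.45, adjusted p = 0.078) in KO2 and −1.81 (SE 1.01, adjusted p = 0.39) in KO1, or −4.07 without KO1 replicate 3, and passed in neither line. The scores were −24.94 ± 5.98 (SD, n = 9) in WT, 11.04 ± 5.66 in KO1 and 13.91 ± 5.25 in KO2, and the difference of WT from both lines explained 91.3% of their variation. Over the 9 sets of same-numbered libraries of a genotype this gave an exact p of 0.012, the smallest that 84 splits can give. Scores of the components are uncorrelated, and the second component had already set KO1 against KO2 with WT between them. A further component of genotype must then set WT against both lines, so this p does not test an effect shared by the mutants. With the mean of the 2 lines set against WT, edgeR called 251 genes in untreated embryos (90 higher and 161 lower), 286 at IR t1 (115 and 171) and 346 at IR t2 (170 and 176). Without WT replicate 3 the count in untreated embryos was 157.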

Most intriguingly, PC4 appears to represent the effect of loss of *fam83fa* (electronic supplementary material, figure S6E). Here, MZ*-fam83fa^−/−^* KO1 and KO2 samples cluster together on one horizontal line, clearly separate from WT. The variations underpinning PC4 may therefore be direct results of the KO of *fam83fa*, and we explored this using differential gene expression analysis.

Our analysis used DESeq2 [80]. Only genes with an adjusted *p*‐value (*p* adj.) less than 0.05 and a log2 fold change (log2FC) of ±0.5 were defined as differentially expressed genes (DEGs). 

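Most genes called against WT were called in 1 mutant line alone. In untreated embryos edgeR called 478 genes in KO1 (196 higher and 282 lower) and 353 in KO2 (139 and 214), of which 92 were called in both. Of these 92, 78 had the same direction (37 higher and 41 lower) and 14 had opposite directions. Of the genes called untreated, 474 in KO1 and 350 in KO2 had the same sign at IR t1, and 282 and 186 were also called there, with a median ratio of the log2FC of 0.84 and 0.82. At IR t2, 454 and 344 had the same sign and 237 and 176 were called, with 0.75 in both. These genes were chosen by their untreated log2FC. A ratio under 1 can come from that choice and does not show a smaller effect after IR. Same-numbered untreated and IR t1 libraries of a genotype deviate together, so these conditions are not independent. At IR t1 edgeR called 482 in KO1 (201 and 281) and 354 in KO2 (141 and 213), with 103 in both, 84 of them in the same direction (34 and 50). At IR t2 the numbers were 549 (290 and 259), 461 (220 and 241) and 133, with 111 in the same direction (60 and 51). Among the genes called in both lines in all 3 conditions are fam83fa, lower in each, the glycosidase gene GALC, higher in each, and the integrin gene itga2.3, lower in each. Of the 386 genes called in untreated KO1 alone, 219 also differed between KO1 and KO2. Independent lists of these sizes would share 3.93, 3.96 and 5.66 genes in 1 direction. With KO1 or KO2 in place of WT as the group apart, more genes were shared: 237 and 162 untreated, 244 and 151 at IR t1 and 222 and 185 at IR t2. Both lines were set against the same WT libraries. In 20 simulations that redrew the WT and mutant libraries from the WT fit, with no gene changed, 0 called genes were shared. Few calls can arise when no gene is changed, so this count says nothing of the shared controls. Across 18953 genes, which are not independent replicates, the log2FC of the 2 lines had a covariance of 0.0308, 0.026 and 0.0346 in the 3 conditions, against 0.0137, 0.0124 and 0.0129 in the simulations, differences of 0.0171, 0.0136 and 0.0218. Part of the sharing may come from the shared controls. The correlation was 0.27, 0.239 and 0.302, against 0.506, 0.494 and 0.503. With separate controls, untreated KO1 against untreated WT and vehicle-treated KO2 against vehicle-treated WT of an experiment that the paper does not report, 49 genes were called in the same direction in both lines, where independent lists would share 4.71, and 30 in opposite directions. With vehicle-treated KO1 and untreated KO2, each against its own WT, they were 42 (2.38 for independent lists) and 9. Over 18674 genes the log2FC of the lines then correlated at r = 0.048 and 0.075, with a covariance of 0.0051 and 0.0071. The sign was the same in 49.2% and 52.4%. The untreated count for KO1 was 267 without KO1 replicate 2 and 306 without WT replicate 3, and that for KO2 181 without KO2 replicate 1 and 216 without KO2 replicate 2. The 78 shared genes became 50 without KO2 replicate 1 and 49 without WT replicate 3, and for KO1 the counts after IR became 315 at t1 and 284 at t2 without KO1 replicate 2.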

The use of two different MZ-*fam83fa^−/−^* lines allowed us to remove up or down-regulated differentially expressed genes that are specific to just one mutant line (figure 5*a–c*); DEGs that both lines have in common are more likely to be due directly to the loss of *fam83fa*, and to underpin the variance identified by PC4 (electronic supplementary material, figure S6E).

**Figure 5.**
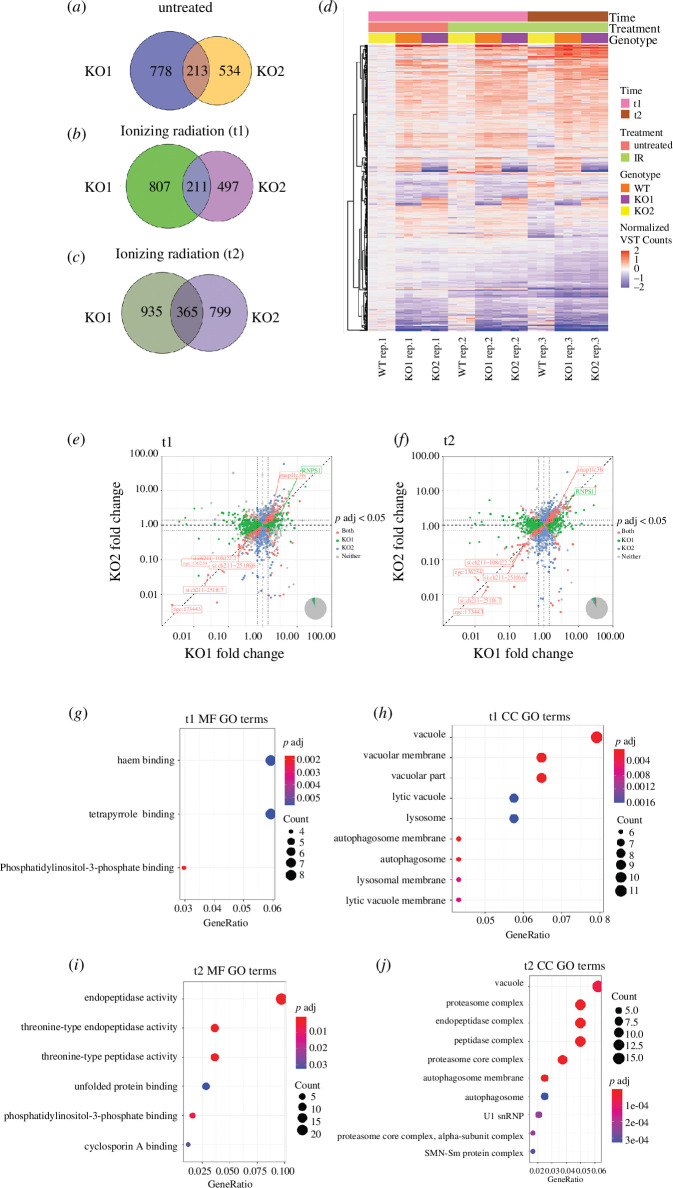
Transcriptomic analysis suggests degradation pathways are impaired in MZ-*fam83fa^−/−^* embryos (*a*) Venn diagram showing the DEGs in untreated MZ-*fam83fa^−/−^* KO1 and KO2 embryos compared to WT at t1 (26 hpf). (*b*) and (*c*) As (*a*) except IR treated embryos at t1 (26 hpf—2 h post IR treatment) and t2 (34 hpf—10 h post IR treatment), respectively. (*d*) Heat map of DEGs common to both KO1 and KO2 (from Venn diagram intersections above) using Euclidean distance to cluster rlog-transformed data, at conditions/times as labelled. Data displayed as normalized variance stabilized count. (*e*) Volcano plot of fold change in MZ-*fam83fa^−/−^* KO1 and KO2 (*x-* and *y*-axes, respectively) of genes with Padj < 0.05, at t1. Vertical and horizontal dashed lines represent no change in KO1 or KO2, respectively, diagonal dashed line represents identical fold change in both KO1 and KO2. Dotted lines represent log2 fold change threshold of ±0.5. Venn diagram in bottom right shows the proportion of genes in each category as shown in the legend. (*f*) Same as (*e*) except at t2. (*g*) MF GO terms for DEGs common to both MZ-*fam83fa^−/−^* KO1 and KO2 at t1 (intersection of Venn diagram in (*b*)). (*h*) Same as (*g*) except CC GO terms. (*i*) MF GO terms for DEGs common to both MZ-*fam83fa^−/−^* KO1 and KO2 at t2 (intersection of Venn diagram in (*c*)). (*j*) Same as (*i*) except CC GO terms. CC, cellular component; GO, gene ontology; MF, molecular function.

DEGs common to both MZ*-fam83fa^−/−^* KO1 and KO2 (Venn diagram intersections, figure 5*a–c*) were used to make a heatmap (figure 5*d*). 

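A set of 31 genes differed from WT in the same direction in KO1 and KO2 in all 3 conditions, 9 of them higher and 22 lower, and 179 genes did so in at least 1 condition. Coagulation factor F7 had an edgeR log2FC of −1.97 (SE 0.38, adjusted p = 0.0034) in untreated KO1 and −2.31 (SE 0.40, adjusted p = 0.0014) in untreated KO2, from 3.59 ± 1.71 CPM (SD, n = 3) in WT. The integrin subunit itga2.3 fell from 5.95 ± 1.40 CPM by 3.06 (SE 0.38, adjusted p = 1.3e-05) in KO1 and 3.58 (SE 0.39, adjusted p = 4.9e-06) in KO2 on the log2 scale in the same test. The potassium channel subunit KCNMB2 had −2.07, −1.88 and −1.89 in untreated, IR t1 and IR t2 embryos of KO1, and −1.72, −1.43 and −1.99 of KO2. The uncharacterized gene si:dkey-68o6.5 rose by 1.41, 1.62 and 1.94 in KO1 and by 1.29, 1.56 and 1.82 in KO2. After IR at t1 the 14-3-3 protein gene YWHAG rose by 0.95 (SE 0.11, adjusted p = 3.1e-06 from edgeR) in KO1 and 1.03 (SE 0.11, adjusted p = 8.3e-07 from edgeR) in KO2, and at t2 the smooth muscle myosin gene MYH11 rose by 2.49 (SE 0.38, adjusted p = 0.00067 from edgeR) in KO1 and 1.75 (SE 0.40, adjusted p = 0.016 from edgeR) in KO2. These genes follow a rule set before the data were examined, the largest smaller change of the 2 lines among genes at 1 CPM or more whose mutant libraries all lie to 1 side of WT. The edgeR call of MYH11 in KO2 ended without any 1 of KO2 replicates 1 and 2 and WT replicates 2 and 3 (adjusted p from 0.051 to 0.066), and that of KCNMB2 in KO2 at IR t1 without any 1 of KO2 replicate 1 and WT replicate 3 (adjusted p from 0.058 to 0.081).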

Several genes were consistently upregulated or downregulated in both MZ*-fam83fa^−/−^* KO lines at both timepoints (scatter plots, figure 5*e–f*). 

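The lectin gene ITLN1 was higher in both mutant lines in all 3 conditions. It stood at 0.279 ± 0.118 CPM (SD, n = 3) in untreated WT, 7.70 ± 1.35 CPM in KO1 and 2.75 ± 0.69 CPM in KO2, an edgeR log2FC of 4.78 (SE 0.35, adjusted p = 1.1e-08) and 3.29 (SE 0.40, adjusted p = 1.6e-05). At IR t1 and IR t2 it was higher by 3.54 and 4.96 in KO1 and by 2.30 and 3.75 in KO2. The second intelectin gene, si:ch211-194p6.10, rose in KO1 by 1.78 (SE 0.26, adjusted p = 0.00011 from edgeR), while untreated KO2 had 0.99 (SE 0.28, adjusted p = 0.051 from edgeR) and passed at IR t1 with 1.16 and at IR t2 with 1.36. The vitellogenin gene vtg7, a yolk lipoprotein, went from 0.824 ± 0.288 CPM in untreated WT to 10.1 ± 2.3 CPM in KO1 and 8.52 ± 2.53 CPM in KO2, with edgeR values of 3.60 (SE 0.50, adjusted p = 0.00025) and 3.35 (SE 0.50, adjusted p = 0.00078). Among lysosome and autophagy genes, the galactosylceramidase gene GALC rose by 1.01 (SE 0.17, adjusted p = 0.00085 from edgeR) in untreated KO1 and 0.86 (SE 0.17, adjusted p = 0.0053 from edgeR) in KO2. The gene map1lc3b, which encodes an LC3 protein of the autophagosome membrane, rose by 0.64 (SE 0.15, adjusted p = 0.021 from edgeR) and 0.67 (SE 0.15, adjusted p = 0.019 from edgeR). ITLN1 and GALC each name a pair of gene IDs in the files; the values are those of ENSDARG00000095082 and ENSDARG00000016474, and the files do not say which one is galcb. Of 16 genes that the paper names as raised, edgeR called 6 higher and none lower with both lines averaged in untreated embryos (6 when adjusted over the list alone), which is not independent evidence since the study chose them on these samples. The call of map1lc3b ended in KO1 without any 1 of KO1 replicates 1, 2 and 3 and WT replicates 2 and 3 (adjusted p from 0.052 to 0.096) and in KO2 without any 1 of KO2 replicates 1 and 3 and WT replicates 2 and 3 (adjusted p from 0.055 to 0.087). That of si:ch211-194p6.10 in KO2 ended at IR t1 without any 1 of KO2 replicate 2 and WT replicate 2 (adjusted p from 0.097 to 0.15).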

Upregulated genes include intelectins 1 and 2 (*ITLN1* and *si:ch211−194p6.10*), carbohydrate binding proteins involved in phagocytosis [81,82], the lipid transport gene vitellogenin 7 (*Vtg7*) and several autophagy/lysosome-related genes including *galcb*, *arl8bb* and the autophagy associated microtubule-binding protein *map1lc3b*. Downregulated genes include *si:ch211−108d22.2*, an ATP binding protein predicted to be involved in apoptosis, and *chadla,* a transmembrane protein involved in the inflammatory response. 

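The gene si:ch211-108d22.2 fell in both lines from 7.90 ± 0.93 CPM (SD, n = 3) in untreated WT to 1.81 ± 0.35 CPM in KO1 and 2.03 ± 0.42 CPM in KO2, an edgeR log2FC of −2.12 (SE 0.20, adjusted p = 1.9e-07) and −1.95 (SE 0.19, adjusted p = 3.8e-07). After IR it had −2.25 at t1 and −1.92 at t2 in KO1, and −2.07 and −1.96 in KO2. The gene chadla fell from 25.5 ± 4.8 CPM in untreated WT, with an edgeR log2FC of −1.80 (SE 0.40, adjusted p = 0.014) in KO1 and −2.15 (SE 0.41, adjusted p = 0.0059) in KO2. At IR t2 it had −2.31 (SE 0.39, adjusted p = 0.0018 from edgeR) in KO1 and −2.77 (SE 0.41, adjusted p = 0.00064 from edgeR) in KO2. Of 7 genes that the paper names as lowered or, for si:ch211-251f6.6, labels in Fig. 5, 5 fell in untreated embryos, 6 at IR t1 and 6 at IR t2 with both lines averaged (6 in each when adjusted over the list alone), which is not independent evidence since the study chose them on these samples. The untreated call of chadla in KO1 ended without any 1 of KO1 replicates 1 and 2 and WT replicate 2 (adjusted p from 0.055 to 0.092), and its KO1 call at IR t1 without any 1 of KO1 replicates 1 and 2 (adjusted p from 0.064 to 0.069). Both genes lie on the chromosome of fam83fa in the gene order of another assembly, GRCz12tu, si:ch211-108d22.2 at 222 and chadla at 63 tested genes from it.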

Strikingly, the most significantly downregulated genes in MZ*-fam83fa^−/−^* KO embryos across all conditions and all time-points code for predicted PI(3)P binding proteins, including *zgc:173443* and *si:ch211−251f6.7* (figure 5*e–f*; electronic supplementary material, figure S6F). 

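The genes zgc:173443 and si:ch211-251f6.7 were close to absent from both mutant lines. In WT, zgc:173443 stood at 6.96 ± 4.91 CPM (SD, n = 3) untreated, 10.6 ± 10.3 CPM at IR t1 and 17.1 ± 15.0 CPM at IR t2. All KO1 libraries of a condition together held 1, 2 and 3 counts of it, so that WT was higher by a ratio of 478 (95% counting interval 85.4 to 18900) untreated, 416 (95% counting interval 115 to 3440) at IR t1 and 398 (95% counting interval 136 to 1930) at IR t2. The intervals cover counting error alone, and without WT replicate 3 the ratios were 285, 188 and 196. In KO2 its edgeR log2FC was −6.31 (SE 1.2, adjusted p = 0.0064) untreated, −7.46 (SE 1.22, adjusted p = 0.0019) at IR t1 and −8.06 (SE 1.18, adjusted p = 0.00058) at IR t2. In WT, si:ch211-251f6.7 stood at 8.79 ± 7.23 CPM untreated, and its edgeR log2FC was −5.05 (SE 0.99, adjusted p = 0.0061) in untreated KO1 and −6.10 (SE 1.11, adjusted p = 0.0048) in untreated KO2. At IR t2 it was −5.57 (SE 0.92, adjusted p = 0.0015 from edgeR) in KO1 and −6.26 (SE 1.01, adjusted p = 0.0014 from edgeR) in KO2. Of the 3 genes that the paper names as predicted PI(3)P binding genes and si:ch211-251f6.6, which it labels in Fig. 5, 3 fell in untreated embryos, 4 at IR t1 and 4 at IR t2 with both lines averaged (4 in each when adjusted over the list alone), which is not independent evidence since the study chose them on these samples. The spread in WT was wide, with WT replicate 3 the highest of the WT libraries for each of the 4 genes in each condition. In the 9 WT libraries of a vehicle and actinomycin D experiment that the paper does not report, zgc:173443 stood at 0 to 0.147 CPM, against 3.38 to 34.4 here, and si:ch211-251f6.7 at 0.0429 to 0.719, against 2.99 to 28.9. The 4 genes are consecutive in the gene order of another assembly, GRCz12tu, and RSEM divides any reads they share among them, so the level of each alone is uncertain.

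**Figure D2:**
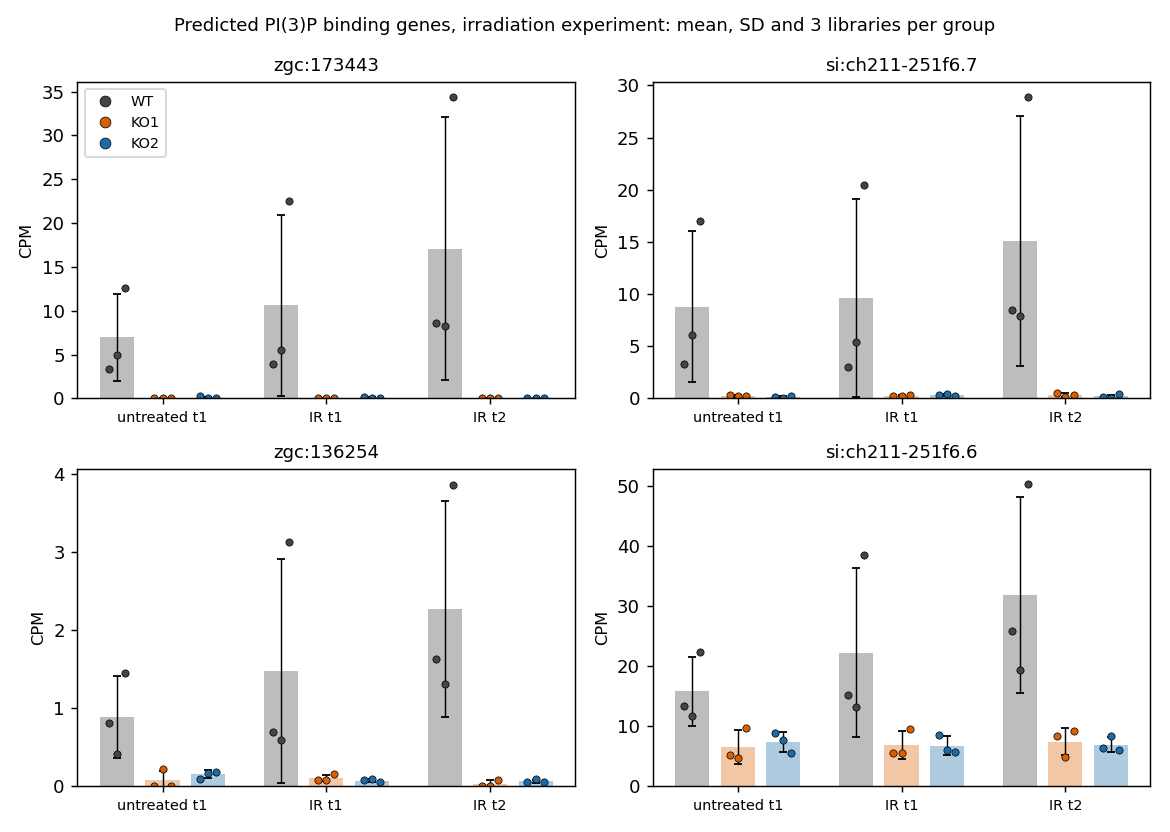
Expression of the predicted PI(3)P binding genes and si:ch211-251f6.6 in CPM (y axis, from 0) in untreated t1, IR t1 and IR t2 embryos (x axis). Bars are means, error bars SD and points the 3 libraries of each genotype. At IR t2 the mean of zgc:173443 is 17.1 CPM in WT, and both mutant lines lie near 0.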

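After IR, the predicted PI(3)P binding gene zgc:136254 fell in both lines. At t1 its edgeR log2FC was −3.80 (SE 0.77, adjusted p = 0.0041) in KO1 and −4.30 (SE 0.84, adjusted p = 0.0043) in KO2, from 1.47 ± 1.44 CPM (SD, n = 3) in WT. At t2 it fell by 5.15 (SE 0.84, adjusted p = 0.00067) on the log2 scale in KO2 in the same edgeR test, and WT was higher than KO1, whose libraries held 2 counts in all, by a ratio of 79.5 (95% counting interval 21.6 to 662), or 51.6 without WT replicate 3. Its neighbour si:ch211-251f6.6 fell at t2, by 2.10 (SE 0.45, adjusted p = 0.0099) in KO1 and 2.21 (SE 0.45, adjusted p = 0.0081) in KO2 in edgeR's test. At t1 si:ch211-251f6.6 had an edgeR log2FC of −1.70 (SE 0.45, adjusted p = 0.039) in KO1 and −1.71 (SE 0.45, adjusted p = 0.051) in KO2, so that it passed in KO1 alone, and without WT replicate 3 it had −1.05 and −1.06; a difference between the lines was not called (log2FC 0.01, SE 0.49, adjusted p = 0.99 from edgeR). At IR t1, si:ch211-251f6.7 had −5.23 (SE 0.96, adjusted p = 0.0033 from edgeR) in KO1 and −4.77 (SE 0.93, adjusted p = 0.0074 from edgeR) in KO2. In untreated embryos si:ch211-251f6.6 passed in neither line (0.15 and 0.24, edgeR adjusted p), and zgc:136254 passed in KO1 (−3.53, adjusted p = 0.025 from edgeR) and not in KO2 (−2.52, adjusted p = 0.083 from edgeR). The KO1 call of si:ch211-251f6.6 at t1 ended without any 1 of KO1 replicates 1 and 2 and WT replicate 3 (adjusted p from 0.15 to 0.23) and at t2 without any 1 of KO1 replicate 2 and WT replicate 3 (adjusted p from 0.054 to 0.068), and the untreated KO1 call of zgc:136254 without any 1 of KO1 replicates 1 and 3 and WT replicate 3 (adjusted p from 0.081 to 0.13). Without KO1 replicate 2 the untreated log2FC of zgc:136254 in KO1 was −7.42. In the vehicle and actinomycin D experiment that the paper does not report, si:ch211-251f6.6 was not lower in KO1 in vehicle. There it stood at 6.13 ± 3.52 CPM (SD, n = 3) in WT, 11.3 ± 4.83 in KO1 and 5.46 ± 1.83 in KO2. After actinomycin D, WT, KO1 and KO2 had 4.33, 3.73 and 2.57 CPM at t1 and 4.25, 6.46 and 3.19 CPM at t2.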

PI(3)P binding proteins are also significantly downregulated in MZ*-fam83fa^−/−^* KO embryos following IR treatment, including *si:ch211−251f6.7* and *zgc:136254*. Little is known about the roles of these genes, but they are predicted to have PI(3)P binding activity and to localize to the autophagosome/lysosome membrane [83]. A study by Yilmaz et al. [84] showed that several of these predicted PI(3)P binding proteins are downregulated in *vtg3* KO zebrafish eggs, in which they also observed a concomitant upregulation of *vtg7*. This observation is in line with our dataset, suggesting a functional link between these genes. 

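The vitellogenin genes were higher in the mutants as a group in untreated embryos and at IR t1. Of 4 vitellogenin genes tested, 2 rose in untreated embryos, 3 at IR t1 and 2 at IR t2 with both lines averaged (3, 4 and 2 when adjusted over the list alone). The camera adjusted p was 5.2e-07, 6.4e-08 and 2.3e-04, and 0.0069, 0.0036 and 0.060 with an estimated correlation, at which the list did not pass at IR t2. In an experiment that the paper does not report, 0 of 2 vitellogenin genes tested were called in the same direction in both lines in vehicle, and 2 of 2, both higher, after actinomycin D at t1. Those that rose were vtg7 in all 3 conditions, vtg6 in all 3 and vtg4 at IR t1. At IR t1 vtg7 had an edgeR log2FC of 2.95 (SE 0.45, adjusted p = 0.00063) in KO1 and 2.82 (SE 0.46, adjusted p = 0.0015) in KO2, and at IR t2 2.68 (SE 0.50, adjusted p = 0.0037) and 2.78 (SE 0.50, adjusted p = 0.0029). The untreated WT libraries together held 1 count of vtg6, and the mutants were higher by a ratio of 44.5 (95% counting interval 7.80 to 1780). At IR t1 they were higher in vtg6 by a log2FC of 2.29 (SE 0.54, adjusted p = 0.018 from edgeR). For vtg4 at IR t1 the ratio was 12.2 (95% counting interval 4.01 to 60.5) against 3 counts in WT, with an edgeR adjusted p of 0.017. The counts of vtg3 were too low for it to be tested. The call of vtg6 at IR t1 ended without any 1 of WT replicates 1 and 2 (adjusted p from 0.060 to 0.13) and that of vtg4 without any 1 of KO2 replicate 1 and WT replicates 1 and 2 (adjusted p from 0.053 to 0.12). These genes are consecutive in the gene order of GRCz12tu and may share reads, so the level of each alone is uncertain. The list may thus count 1 signal more than once. It also holds vtg7, which the study chose on these samples, so the list test is not independent evidence.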

Interestingly, *rnps1,* which codes for an RNA binding protein important for NMD [85], was only upregulated in MZ*-fam83fa^−/−^* KO1, suggesting it plays a role in the transcriptional adaptation response observed in this line (figures 5*e–f* and 2*e–f*).

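The transcript of rnps1, which encodes an RNA binding protein of the exon junction complex, stood at 83.6 ± 11.8 CPM (SD, n = 3) in untreated WT, 1.31 ± 0.95 CPM in KO1 and 33.8 ± 19.7 CPM in KO2. It fell in KO1 in every condition, by an edgeR log2FC of −5.98 (SE 0.60, adjusted p = 6.8e-06) untreated, −6.19 (SE 0.61, adjusted p = 8.6e-06) at IR t1 and −7.12 (SE 0.69, adjusted p = 7.9e-06) at IR t2. In KO2 it had −1.31 (SE 0.41, adjusted p = 0.10 from edgeR) untreated and −1.30 (SE 0.41, adjusted p = 0.11 from edgeR) at IR t1, which did not pass, and −1.72 (SE 0.42, adjusted p = 0.025 from edgeR) at IR t2, which did. KO1 was lower than KO2 by an edgeR log2FC of −4.67 (SE 0.62, adjusted p = 0.00011) in untreated embryos. No mutant library lay above a WT library in any condition. The gene lies on the chromosome of fam83fa in the gene order of another assembly, GRCz12tu, at 248 tested genes from it, and linkage was not measured. Of 19 genes of nonsense-mediated decay and the exon junction, rnps1 was the 1 called with both lines averaged in each condition (1 when adjusted over the list alone). The KO2 call at IR t2 ended without any 1 of KO2 replicates 1 and 2 and WT replicates 1 and 2 (adjusted p from 0.062 to 0.11).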

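At IR t1, 3 of 84 lysosome genes rose and none fell with both lines averaged (4 when adjusted over the list alone), among them GALC and the protease gene ctsc. Their edgeR log2FC was 0.89 (SE 0.14, adjusted p = 0.00096) for GALC and 0.74 (SE 0.17, adjusted p = 0.020) for ctsc. At any size of change 8 of the 84 were higher and none lower at an edgeR adjusted p under 0.05. The median log2FC of the list was 0.115, and its camera adjusted p was 3.9e-09 with a preset correlation and 0.35 with an estimated correlation. In untreated embryos the same 3 genes rose (3 when adjusted over the list alone), and the list had 1.1e-06, or 0.67 with an estimated correlation. Among the 84 genes called in the same direction in both lines at IR t1, 2 are lysosome genes, where chance gives 0.32 (one-sided Fisher exact test, adjusted p = 0.27 over 40 lists). Of 60 autophagy genes, map1lc3b alone rose in each condition and none fell (1 when adjusted over the list alone). The autophagy list had a camera adjusted p of 0.48 at IR t1, or 0.84 with an estimated correlation, and 0.097 and 0.88 in untreated embryos. The call of ctsc ended at IR t1 without any 1 of WT replicates 1 and 2 (adjusted p from 0.087 to 0.14) and in untreated embryos without any 1 of KO2 replicates 1, 2 and 3 and WT replicates 1, 2 and 3 (adjusted p from 0.053 to 0.16).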

Gene ontology (GO) analysis of our dataset demonstrated that genes associated with lysosomes, vacuoles and autophagosomes were significantly represented 2 h after IR treatment (t1), with the majority being upregulated in both MZ-*fam83fa^−/−^* KO1 and KO2 embryos compared to WT. These genes include *lamp2* (lysosomal-associated membrane protein 2), *man2b1* (mannosidase alpha 2b1) and *map1lc3b* (microtubule-associated protein 1 light chain beta 3) (figure 5*g–h*), all of which are involved in lysosomal degradation pathways [86] (reviewed in [87]). 

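At IR t1 the LC3 gene map1lc3b stood at 63.7 ± 13.0 CPM (SD, n = 3) in WT, 107 ± 2.1 CPM in KO1 and 103 ± 7.1 CPM in KO2, an edgeR log2FC of 0.75 (SE 0.15, adjusted p = 0.0059) and 0.69 (SE 0.15, adjusted p = 0.015). The lysosomal mannosidase gene man2b1 had 0.43 (SE 0.09, adjusted p = 0.0041 from edgeR) in KO1 and 0.50 (SE 0.09, adjusted p = 0.0016 from edgeR) in KO2, of which KO2 reached the minimum log2FC of 0.5. The lysosomal membrane protein gene lamp2 had 0.19 (SE 0.06, adjusted p = 0.061 from edgeR) in KO1 and 0.32 (SE 0.06, adjusted p = 0.0016 from edgeR) in KO2, below that minimum in both. For all 3 genes every mutant library lay above every WT library at IR t1. With 3 libraries against 3, chance alone separates 10% of genes, in either direction, for 1 line. The KO2 call of map1lc3b ended without any 1 of KO2 replicates 2 and 3 and WT replicates 2 and 3 (adjusted p from 0.055 to 0.083), and that of man2b1 fell to 0.47 without KO2 replicate 2, WT replicate 1 or WT replicate 2.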

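At IR t2 the genes of the proteasome leaned lower in the mutants, by small amounts and not in every gene. None of 47 constitutive proteasome genes was called with both lines averaged (0 when adjusted over the list alone, by edgeR), while 19 were lower and none higher at an edgeR adjusted p under 0.05 at any size. The median log2FC was −0.162, from −0.28 to 0.196, and the camera adjusted p was 1.2e-18 with a preset correlation, or 0.063 with an estimated correlation, at which the list did not pass. In this comparison 19 of 40 lists passed camera with the preset correlation and 3, all chosen by the study, with the estimated correlation. Cell cycle (adjusted p = 1.5e-07, or 0.40 with an estimated correlation), U1 snRNP (2.5e-05, or 0.15), neural progenitor (1.2e-04, or 0.40) and DNA repair genes (6.8e-04, or 0.40) leaned lower by camera too. Notochord (5.8e-04, or 0.34) and endothelium genes (0.0011, or 0.12 with an estimated correlation) leaned higher by camera. No member of these 6 lists was called by edgeR (1 lower in neural progenitor and 0 in the others when adjusted over the list alone). At IR t1 the list leaned higher, with a median of 0.017, and did not pass (camera adjusted p = 0.057, or 0.81 with an estimated correlation), with 0 called. Of 84 lysosome genes 3 rose at t2, among them GALC and ctsc (3 when adjusted over the list alone), with edgeR log2FC of 0.73 (adjusted p = 0.0063) and 0.63 (adjusted p = 0.045) for these. At any size 12 lysosome genes were higher and none lower, and the camera adjusted p was 9.1e-09, or 0.31 with an estimated correlation. Among the 111 genes called in the same direction in both lines at IR t2, 2 are lysosome genes, where chance gives 0.42 (one-sided Fisher exact test, adjusted p = 0.44 over 40 lists), 1 is an autophagy gene and 0 are constitutive proteasome genes. Of 60 autophagy genes map1lc3b rose (camera adjusted p = 0.21, or 0.63 with an estimated correlation). Of 42 genes of the unfolded protein response, the transcription factor gene atf3 rose, by an edgeR log2FC of 0.54 (SE 0.14, adjusted p = 0.023), the 1 member called when adjusted over the list alone too, and the list had a camera adjusted p of 0.55, downward, or 0.78 with an estimated correlation. The call of atf3 ended without KO1 replicate 2 (log2FC 0.42), WT replicate 1 (adjusted p = 0.14) or WT replicate 2 (adjusted p = 0.097). The call of ctsc at t2 ended without any 1 of KO1 replicates 1 and 2, KO2 replicates 1 and 2 and WT replicates 1, 2 and 3 (adjusted p from 0.064 to 0.17).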

By 10 h after IR treatment (t2), GO terms showed enrichment for genes involved in endopeptidase activity and the unfolded protein response (UPR), as well as genes associated with autophagosomes, vacuoles and the proteasome (figure 5*i–j*). Upregulated endopeptidase genes at t2 include *furina, dpp4*, *capn2a*, *casp8l2*, while upregulated lysosome and vacuole associated genes at t2 include *lamp2*, *man2b1*, *vac14*, *galca*, *galcb*, *map1lc3b* and others. In addition to the PI(3)P binding proteins, downregulated genes at t2 included several proteasomal subunit genes, UPR genes such as *hspa9* (heat shock protein A9), and cyclosporin A binding proteins. 

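Among endopeptidase genes at IR t2, FURIN, a proprotein convertase, rose from 72.0 ± 6.4 CPM (SD, n = 3) in WT to 105 ± 4.4 CPM in KO1 and 106 ± 5.2 CPM in KO2, an edgeR log2FC of 0.54 (SE 0.07, adjusted p = 1.7e-05) and 0.56 (SE 0.07, adjusted p = 8.9e-06). The dipeptidyl peptidase gene dpp4 had 0.62 (SE 0.22, adjusted p = 0.12 from edgeR) in KO1 and 0.76 (SE 0.22, adjusted p = 0.056 from edgeR) in KO2, which did not pass, and 0.35 in KO1 without KO1 replicate 2. The calpain gene capn2a had 0.28 (SE 0.07, adjusted p = 0.024 from edgeR) and 0.24 (SE 0.07, adjusted p = 0.058 from edgeR), below the minimum log2FC. Of the lysosome and vacuole genes, GALC rose by 0.80 (SE 0.16, adjusted p = 0.0066 from edgeR) in KO1 and 0.66 (SE 0.17, adjusted p = 0.024 from edgeR) in KO2, and map1lc3b by 0.78 (SE 0.15, adjusted p = 0.0051 from edgeR) and 0.65 (SE 0.15, adjusted p = 0.017 from edgeR). The other GALC gene, ENSDARG00000037064, had 0.33 (adjusted p = 0.043 from edgeR) in KO1 and 0.35 (adjusted p = 0.033 from edgeR) in KO2. Also below the minimum log2FC were man2b1, with 0.49 (adjusted p = 0.0014 from edgeR) and 0.48 (adjusted p = 0.0020 from edgeR), vac14, with 0.40 (adjusted p = 0.015 from edgeR) and 0.41 (adjusted p = 0.015 from edgeR), and lamp2, with 0.25 (adjusted p = 0.010 from edgeR) and 0.26 (adjusted p = 0.0079 from edgeR). FURIN names a pair of gene IDs in the files, and the values are those of ENSDARG00000062909; no gene in the files carries the name casp8l2. Without WT replicate 1 the log2FC of FURIN was 0.47 in KO1 and, before rounding, just under 0.5 in KO2, which ended both calls, and the calls in KO2 ended for GALC without any 1 of KO2 replicates 2 and 3 and WT replicates 1 and 3 (adjusted p from 0.079 to 0.090) and for map1lc3b without any 1 of KO2 replicates 1 and 2 and WT replicates 2 and 3 (adjusted p from 0.061 to 0.080).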

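At IR t2 the mitochondrial chaperone gene hspa9 stood at 367 ± 12 CPM (SD, n = 3) in WT, 285 ± 14 CPM in KO1 and 310 ± 21 CPM in KO2. Its edgeR log2FC was −0.36 (SE 0.06, adjusted p = 0.00020) in KO1 and −0.24 (SE 0.06, adjusted p = 0.010) in KO2, below the minimum of 0.5 in size. Of 51 genes of chaperones, the collagen chaperone gene SERPINH1 fell with both lines averaged, by 0.92 (SE 0.26, adjusted p = 0.049) from edgeR, and hsc70 rose by 1.35 (SE 0.27, adjusted p = 0.0078 from edgeR) (2 fell and 1 rose when adjusted over the list alone). The list had a camera adjusted p of 0.0060, downward, or 0.40 with an estimated correlation. Of 19 cyclophilin genes, which encode cyclosporin A binding proteins, none was called by edgeR (0 when adjusted over the list alone), and 2 were lower at any size. Their camera adjusted p was 0.038, downward, or 0.32 with an estimated correlation. The call of SERPINH1 ended without any 1 of KO1 replicates 1 and 2, KO2 replicates 1, 2 and 3 and WT replicates 2 and 3 (adjusted p from 0.072 to 0.32), and without WT replicate 3 its log2FC was −0.53. In KO1 alone hsc70 had a log2FC of 0.75, or 0.45 without KO1 replicate 1 (adjusted p = 0.541 from edgeR). Its rise with both lines averaged thus need not be a rise in each line. The single proteasome genes lay between log2FC −0.28 and 0.196 with both lines averaged.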

All data have been deposited in NCBI’s Gene Expression Omnibus [88] and are accessible through GEO Series accession number GSE244291 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244291).

The increased sensitivity of MZ-*fam83fa^−/−^* KO embryos to DNA damage might be associated with the downregulation of PI(3)P binding proteins described above. Loss of these proteins would compromise autophagy [89,90], which is usually activated by genotoxic stress and is cytoprotective thanks to its role in clearing unfolded or damaged proteins [91]. 

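The lower PI(3)P binding genes were a few single genes, and no shift of the wider family passed, which does not exclude a small one. Of 41 genes of proteins with a PI(3)P binding FYVE, PX or PROPPIN domain, edgeR called none with both lines averaged in any of the 3 conditions (0 when adjusted over the list alone). At any size 1 was lower at IR t1 and 1 was higher at IR t2. The camera adjusted p of the list was 0.71 in untreated embryos, 0.94 at IR t1 and 0.093 at IR t2, and 1.00, 0.96 and 0.40 with an estimated correlation. The list of the 3 genes that the paper names so and si:ch211-251f6.6 had a camera adjusted p of 1.9e-09, 1.3e-11 and 1.6e-12, downward, and 0.0096, 0.0036 and 0.0034 with an estimated correlation. The study chose these 4 on the same samples, which is not independent evidence. From the lower PI(3)P binding genes in both mutant lines, the paper proposes that autophagy, which clears unfolded or damaged proteins, is compromised in them, and that their sensitivity to DNA damage is associated with it.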

Impairments in autophagic pathways have been shown to render cells more vulnerable to genotoxic agents, indeed, some anticancer therapies are based on impairment of autophagic pathways [92]. Premature hatching of MZ-*fam83fa^−/−^* KO embryos might also be explained by defects in autophagy; hatching gland cells contain large granules of proteolytic enzymes, which, when secreted at hatching, break down the surrounding chorion in a one-off event [61]. Although little is known about the regulation of hatching gland enzyme release, secretion of this sort probably occurs by autophagosome/lysosome exocytosis, and several groups have shown that autophagy is linked to the secretion of lysosomal contents and secretory granules in specialized tissues [93,94]. It is therefore feasible that regulation of hatching gland enzyme release may require PI(3)P and PI(3)P binding proteins, which are downregulated in MZ-*fam83fa^−/−^* KO embryos, leading to the premature hatching phenotype we observe. This hypothesis, however, requires further experimental validation.

### 3.6. Fam83fa is targeted to the lysosome

The phenotypic manifestations we observed caused by loss of Fam83fa, namely accelerated hatching and an increased sensitivity to IR, could both be potentially explained by impaired autophagy as suggested by our RNA-seq data. As such, we next asked if Fam83fa is targeted to the lysosome. Previous work has shown that human and mouse FAM83F protein is targeted to the plasma membrane by a CAAX motif [23,25] and although zebrafish Fam83fa lacks a traditional CAAX motif, the terminal amino acids are CIQS, where the invariant cysteine is predicted to be farnesylated in the same manner (GPS-Lipid 1.0 with high threshold parameters [54]). Following synthesis, many lysosomal membrane proteins, after transiting through the trans-Golgi network, are transported to the plasma membrane (reviewed in [95]). These proteins then subsequently travel to the lysosome via the endocytic pathway. To determine whether Fam8fa is also targeted to the lysosome, we expressed tandem fluorescently tagged Fam83fa protein (GFP, mCherry) in HEK293T cells. When overexpressed, a tandemly tagged protein of this sort normally appears yellow, but if it is targeted to the acidic condition of the lysosome, GFP fluorescence is quenched faster than that of mCherry, so puncta appear red [96]. Using confocal imaging of live cells, we confirmed that Fam83fa protein appears as red puncta, suggesting that Fam83fa is targeted to the lysosome (figure 6*a*). To confirm this conclusion, we treated cells with Bafilomycin A1 to inhibit acidification of the lysosome [97]. As expected, puncta were now yellow (figure 6*a,b*).

**Figure 6.**
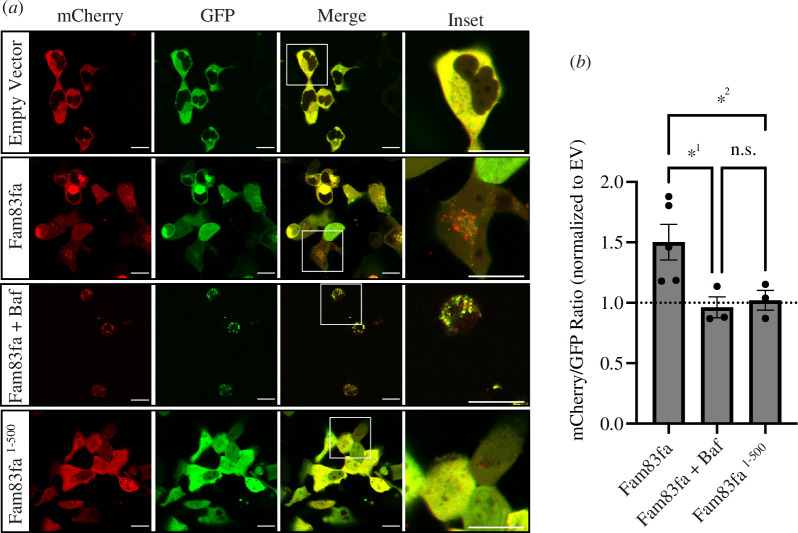
Fam83fa is targeted to the lysosome. (*a*) Representative confocal images showing HEK293T cells transfected with a plasmid containing tandem fluorescent proteins GFP/mCherry (empty vector, EV), tandem GFP/mCherry fluorescently tagged Fam83fa protein, with or without Bafilomycin A1 (Baf) and tandem GFP/mCherry fluorescently tagged truncated Fam83fa^1-500^ protein as labelled. Scale bars = 20 µm. (*b*) Ratio of mCherry/GFP in all conditions shown in (*a*). Ratio of each biological repeat (independent transfection) is displayed normalized to empty vector control. Error bars = s.e.m. *^1^*p* = 0.0203 and * ^2^*p* = 0.0330, Fisher’s LSD test, n.s. = not significant.

Many autophagy adaptors and receptors contain microtubule-associated proteins 1A/1B light chain 3B (hereafter referred to as LC3) interacting region (LIR) motifs that promote their recruitment by ATG8 subfamily proteins to the lysosome, where they are subsequently degraded [98]. Using iLIR, an *in silico* identifier of functional LIR motifs [99], we identified the LIR motif DTFEFI at position 503–508 of Fam83fa. If Fam83fa protein is targeted to the lysosome for degradation upon translation as our data suggest, then this may explain why, even when overexpressed, it can be hard to detect. Western blotting experiments performed in our laboratory previously detected substantially more Fam83fa protein when the C’ terminal amino acids, including the predicted LIR motif, were removed (electronic supplementary material, figure S1E). To test this hypothesis, we overexpressed tandem fluorescently tagged truncated Fam83fa protein (Fam83fa^1-500^) in HEK293T cells and saw complete loss of puncta, indicating that deletion of the terminal 55 amino acids of Fam83fa leads to loss of lysosomal targeting (figure 6*a,b*). To confirm the interaction between the predicted LIR motif of Fam83fa and LC3 proteins, we attempted to run co-IP experiments. However, we were unable to express sufficient levels of the zebrafish LC3 proteins (Atg8 and Gabarap) to complete these experiments. Further work is therefore required to validate this interaction.

## 4. Discussion

Here, we explore the function of FAM83F in the zebrafish embryo. We show that *fam83fa* is strongly expressed in the hatching gland and that MZ-*fam83fa^−/−^* KO embryos hatch earlier than their WT counterparts. We also observe that MZ-*fam83fa^−/−^* embryos are more susceptible to IR than are their WT counterparts.

In attempting to understand these results, we first noted that Fam83fa has previously been reported to stabilize p53 [26]. This observation suggests that loss of Fam83fa should cause a decrease in levels of p53, and hence a reduction in IR-induced cell death—in other words, that embryos should be less susceptible to IR rather than more so, as demonstrated by *p53^−/−^* null zebrafish [77]. Our unexpected result suggested that levels of p53 might not be affected in MZ-*fam83fa^−/−^* embryos, and we confirmed this by western blotting—there were no differences in p53 levels between KO and WT embryos, whether or not they were treated with IR. Our conclusion differs from that of Salama *et al*. [26], although like them we noticed that overexpression of Fam83f in the zebrafish embryo does stabilize p53 and does cause an increase in p53-mediated gene transcription and apoptotic cell death (data not shown).

With p53 unlikely to be involved directly in the Fam83f mutant phenotype, we turned to RNA-seq to compare the transcriptomes of MZ-*fam83fa^−/−^* KO and WT embryos. Our results show that the genes most significantly downregulated in MZ-*fam83fa^−/−^* mutants encode putative PI(3)P binding proteins. PI(3)P and its associated proteins play important roles in autophagy [89,100,101], the process by which unneeded cytoplasmic material is degraded and recycled via proteolytic enzymes in the lysosome. Significantly, autophagy is activated (via p53) by IR (reviewed in [102]), and it can protect cells from apoptosis [103–106]. It is possible, therefore, that the downregulation of genes encoding PI(3)P binding proteins in MZ-*fam83fa^−/−^* mutants impairs autophagy and make cells more susceptible to apoptosis.

Autophagy involves the secretion of lysosomal contents and the release of secretory granules [93,94]. Further evidence that Fam83f might be associated with autophagy comes from our observation that this protein is targeted to the lysosome (figure 6*a,b*), which is dependent upon a signal sequence in the terminal 55 amino acids that is predicted to contain a lysosome-targeting LIR motif. Furthermore, human FAM83F interacts with syntaxins 7 and 8 (G.S. 2024, unpublished data), which are important in late endosome–lysosome fusion [107] and the vesicle-associated membrane protein 8 (VAMP8), which is associated with the exocytosis of secretory organelles [108].

What of the premature hatching of MZ-*fam83fa^−/−^* embryos? Hatching gland cells contain large, lysosome-like granules of proteolytic enzymes, which, when secreted, break down the surrounding chorion in a one-off event that corresponds with hatching [61]. Little is known about how this process is timed, but the high levels of expression of *fam83fa* in the hatching gland, and the localization of the protein to the lysosome, suggest that Fam83fa may be involved in some way, and that temporal regulation of hatching gland enzyme release is disrupted in MZ-*fam83fa^−/−^* KO embryos. Several groups have shown that autophagy is linked to the secretion of lysosomal contents in specialized tissues (such as the hatching gland) and that this probably occurs through autophagosome exocytosis [93,94]. Intuitively therefore, loss of the autophagy-related, lysosomal protein Fam83fa, could have a significant impact on the temporal release of lysosomal contents such as hatching gland enzymes.

This is a subject for further study, together with investigating the relationship between Fam83fa and PI(3)P binding proteins.

A key limitation of this work is the inability to undertake a rescue experiment in which *fam83fa* mRNA is injected into MZ-*fam83fa^−/−^* KO zebrafish embryos to attempt to rescue the hatching and/or genotoxic sensitivity phenotypes. Such experiments would provide valuable confirmation that the observed phenotypes are caused by loss of Fam83fa. However, as injection of *fam83fa* mRNA has been shown to induce the DDR as an overexpression phenotype ([26] and data not shown), it would be near impossible to unpick a rescued phenotype from an overexpression phenotype, particularly given the low level of baseline expression of *fam83fa* to begin with. We consider the use of two different genetic KO zebrafish lines, that both show the same phenotype, to be sufficient evidence of the role of Fam83f *in vivo*, in the absence of a specific rescue experiment.

Using zebrafish as a model, we have uncovered a previously unappreciated role for Fam83f in both embryonic hatching and sensitivity to DNA damage, the in-depth mechanisms of which are now open questions for investigation. This descriptive work provides a deeper understanding of the role that Fam83f plays *in vivo*, contributing not only to our understanding of early development but also to the pathology of human disease, given the prevalence of FAM83F dysregulation and misexpression in several human cancers.

## Data Availability

RNA-seq data published in this report are accessible through GEO Series accession number GSE244291 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244291). Plasmid DNA sequences can be accessed at Genbank accession PQ064475. Supplementary material is available online [109].

How the deposited data were processed for this re-analysis (not part of the article)

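The data are 54 libraries of pooled zebrafish embryos, 3 of each genotype (WT, KO1 and KO2) in each condition. The irradiation experiment holds 27 of them: untreated t1, IR t1 and IR t2. The other 27 are vehicle t1, actinomycin D t1 and actinomycin D t2, which the paper does not report and for which the labels give neither a dose nor hours. The paper states 15 embryos per pool, and the labels at least 10. The authors depleted ribosomal RNA, made KAPA libraries, sequenced single reads of 75 bases, trimmed them with cutadapt 1.9.1 and aligned them to GRCz11 with Bowtie2. For each gene the authors deposited an expected count estimated by RSEM 1.3.0, and 23.62% of these values are not whole numbers. Tool names and versions come from the paper and the submitters' processing notes. The annotation release and the strand setting are not stated.

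Each file lists 32520 genes by Ensembl identifier, of which 29201 (89.79%) have a symbol and 6314 share theirs with another gene. Expected counts were rounded to whole numbers. Total counts per library were 21636435 to 28353490 (median 23478710) in the irradiation experiment and 21181565 to 27754297 (median 23898521) in the other, so that 1 CPM stands for at least 21 counts in every library. No pair of libraries held identical values. Each experiment was fitted by itself, with 22285 and 22178 genes that passed edgeR's filterByExpr over its 9 groups. Counts were scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood F test, robust fit, 1 model over all 27 libraries) in R 4.3.3, with p adjusted by Benjamini-Hochberg over the genes tested. A gene was called at an adjusted p under 0.05 and a log2FC of at least 0.5 in size. SE is the log2FC divided by the square root of F. KO1 and KO2 were each compared with WT in every condition, as was their mean, and with each other; IR with untreated embryos, actinomycin D with vehicle and IR t2 with IR t1 within a genotype; and the responses of each line with that of WT. A gene is common when it is called in the same direction in both lines. Where a group holds 1 to 3 counts, the ratio of counts per depth is given with a 95% counting interval.

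Principal components were computed from log2 CPM (prior count 2) of all genes tested, centred and not scaled, and scores were tested by an exact test that moves the 9 sets of same-numbered libraries of a genotype between genotypes. The test of 40 gene lists fixed before the data were examined used camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated correlation, with p adjusted over the lists, and one-sided Fisher exact tests of their share of common genes. The sharing of calls between lines set against the same WT libraries was compared with 20 simulations of unchanged groups. In these the WT and mutant libraries of a condition were redrawn from the fit of WT. Named genes follow a rule fixed before the data were examined: every gene the paper names in its results on these mutants; per condition, the 10 common genes of each direction with the largest smaller change of the 2 lines, at 1 CPM or more, with all 6 mutant libraries to 1 side of WT; the 10 largest changes of each direction for IR, time and actinomycin D in WT; up to 4 called members of a reported list; the 5 called genes of smallest p for a differing IR response; and the genes at the ends of PC3 and PC4. Text names some of these, chosen after their values were seen. Gene positions came from the gene order of another assembly, GRCz12tu, since none of the build of the files was at hand.

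Alternatives set before the data were examined were RLE and upper-quartile factors, DESeq2 1.42.0, no low-count filter, a filter at 1 CPM in all libraries of a group, only the compared libraries in the model, the replicate number as a block, offsets from effective lengths, no minimum log2FC, edgeR's glmTreat against 0.5, each library left out in turn, other gene sets and scaling for the components, and the estimated correlation. Blocks of same-numbered libraries of 1 genotype, leaving out all WT libraries numbered 3, the exact test of sets for the components, and the gene order were added after the data were seen. The pairing by number was checked on deviations from group means: between untreated and IR t1 libraries of a genotype, same-numbered libraries correlated at 0.26 or more in WT, 0.44 in KO1 and 0.12 in KO2, every pair above 0.1. In KO2 it failed for IR t2, whose same-numbered libraries correlated at −0.11, 0.27 and −0.06 with those of IR t1, where the highest of different numbers was 0.32, and down to −0.04 with untreated ones. The pairing comes from the data alone.

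The tests were run first on simulated data. In each comparison 200 genes were changed, 50 each at a log2 of 0.75, 1, 1.5 and 2, and all others were unchanged. For KO1 against untreated WT, edgeR recovered 82%, 88%, 96% and 100% of them. It also called 6 unchanged genes among the 22140 tested. DESeq2 recovered 86%, 88%, 96% and 100%, with 9 unchanged genes called among the 22285 tested. For KO2 at IR t1 edgeR recovered 84%, 90%, 100% and 100%, with 4 unchanged genes called, for IR in WT 88%, 90%, 100% and 100%, with 5, and for KO1 after actinomycin D at t1 84%, 88%, 96% and 98%, with 3. Camera called 2 of 2 shifted lists and 0 of 38 unchanged ones. Gene ontology terms were not analysed here, as no ontology was at hand, and the paper's supplementary tables were not used here. Some single genes are not reported here.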

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

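In the weighing of the predicted PI(3)P binding genes, the 3 tests were chosen only after the result was seen. In that of actinomycin D, so were the tests of a single WT library and of a differing response, while that of a weaker action of the drug was not. The IR response of RFX7, a transcription factor gene, differed between KO2 and WT in the test of the difference itself, at −1.05 (SE 0.13, adjusted p = 0.00024 from edgeR), the 1 gene called in either line. With offsets from effective lengths and by glmTreat it was not called. Of 35 splits that exchange KO2 and WT libraries within a treatment, 9 call as many genes, so chance cannot be excluded. Such splits also mix in differences between the genotypes. In the vehicle and actinomycin D experiment, which the paper does not analyse, edgeR called 538 genes for actinomycin D against vehicle in WT at t1 (237 higher and 301 lower), 882 in KO1 (210 and 672), or 464 without vehicle KO1 replicate 3, and 1331 in KO2 (370 and 961).

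In the same experiment, the 3 predicted PI(3)P binding genes that the paper names, zgc:173443, si:ch211-251f6.7 and zgc:136254, held 110 counts over the 9 WT libraries, against 5192 in the 9 WT libraries of the irradiation experiment, while the 18 mutant libraries held 168 and 162. Loss of fam83fa as the whole cause of a low level is argued against, since these WT libraries, in which fam83fa is intact, held 2.12% of the counts of the other WT libraries. A difference in depth is argued against as well, as the total counts of the 2 sets of WT libraries overlap, at 21209389 to 26540030 here and 22007491 to 26386921 in the irradiation experiment. A difference between the parents of the pools stays open. In the irradiation experiment WT replicate 3 was the highest WT library in 12 of 12 pairs of a gene and a condition. The pairs cover these 3 genes and si:ch211-251f6.6. They are not independent, since the genes are consecutive and may share reads, and same-numbered WT libraries deviated together across conditions. The pairs also compare replicates within an experiment, while the pattern lies between experiments, so they cannot decide the question. The paper does not state the parents of each pool, and an allele that differs within the WT stock, with or without an effect of fam83fa on top of it, stays open.

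After actinomycin D at t1, edgeR called 1080 genes between the mean of KO1 and KO2 and WT, against 229 in vehicle, and 381 common genes, against 62 in vehicle and 63 at t2. The 381 include 6 of 32 skeletal muscle markers, all higher, where chance gives 0.55 (one-sided Fisher exact test, adjusted p = 0.000614; 0 in vehicle), and 5 of 38 cytochrome P450 genes, 2 higher and 3 lower (0.00612; 2 in vehicle). A change in cell types was not tested. A single WT library as the whole cause of the excess is argued against for the mean, with 423 without WT replicate 3, and in KO2, with 687 against 425 in vehicle, both over 1.5 times vehicle. It stays open in KO1, with 369 against 285 in vehicle. The common genes were 128 without WT replicate 3 and 248 without KO1 replicate 3 (vehicle 141 without WT replicate 2, common genes at t2 41 without KO1 replicate 3). A weaker action of the drug in WT cannot be told apart from other explanations: over 18674 genes, which are not independent replicates, KO2 against WT after the drug correlated at r = 0.275 with the drug's effect in KO1, and this lay between 0.176 without vehicle KO1 replicate 3 and 0.307 without vehicle KO1 replicate 2, around the 0.3 set as the mark of it. The other pairing, KO1 against WT with the drug's effect in KO2, gave 0.279, from 0.23 to 0.292, which lies below that mark on the same WT libraries. A response that differs between mutants and WT cannot be told apart either: 12.7% of genes had an unadjusted p under 0.05 for KO2 against WT and 6.7% for KO1, while edgeR called 0 in both (in KO2, 40 without actinomycin D WT replicate 1 and 2 without vehicle KO2 replicate 2; DESeq2 called 97 in KO2, and blocks of same-numbered libraries gave 63 in KO2 and 3 in KO1). The dose and hours of the drug are not given, and a difference between the parents of the pools was not tested.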

How the results depend on the processing

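Tests by blocks or sets of same-numbered libraries of a genotype, and those without the WT libraries numbered 3, were chosen only after the data were seen. RLE and upper-quartile factors, no low-count filter, a filter at 1 CPM and the 500 genes of highest variance left every count they were run on within 1.5 times its value. The other assignment of separate controls took the common genes from 49 to 42, those of opposite direction from 30 to 9 and the KO1 calls from 469 to 284. For 74 genes in 326 pairs of a gene and a comparison, 266 of them called, the call stayed on its side in 310 of 325 with DESeq2 (14 gained), 314 with offsets (6 lost and 5 gained), 258 of 308 with only the compared libraries (45 lost and 5 gained), 301 with no minimum log2FC (25 gained), 248 with glmTreat (78 lost), 292 without the WT libraries numbered 3 (29 lost and 4 gained) and 2064 of 2235 with 1 library left out (141 lost and 23 gained). Among these pairs no called gene reversed its direction.

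With no minimum log2FC, counts in untreated, IR t1 and IR t2 embryos were 815, 836 and 1068 in KO1, 579, 573 and 960 in KO2, 489, 505 and 921 for their mean, 138, 137 and 236 in common, and 1337, 1364 and 1165 between the lines. It gave 2998, 2815 and 3224 for IR in WT, KO1 and KO2, 8702 for IR t2 against IR t1, 817, 1958 and 3363 for actinomycin D in WT, KO1 and KO2, and 3692 for the mean and 1229 in common after it at t1. glmTreat, which tests for more than 0.5, called 100, 100 and 92 in KO1, 76, 71 and 82 in KO2, 52, 57 and 58 for their mean, 22, 18 and 23 in common, 204, 185 and 191 between the lines (named genes at IR t1 3), 345, 343 and 388 for IR, 0 for the differing IR response in KO2, 1572 for time, 157, 167 and 241 for actinomycin D in WT, KO1 and KO2, 54 for the mean in vehicle and 76 after the drug, and 20, 27 and 15 in common in vehicle, actinomycin D t1 and t2. With only the compared libraries, which leave fewer to estimate the spread, counts fell to 273 in KO1, 212 for the mean and 61 in common at IR t2, and 133 for the mean and 40 in common in vehicle, and 499 for actinomycin D in KO1. Without the WT libraries numbered 3, the mean gave 163 untreated and 420 after actinomycin D at t1, with 135 in common, and actinomycin D in WT 339. DESeq2 called 97 genes for a differing response of KO2 to actinomycin D; offsets called 1, and 0 for that of KO2 to IR. With every gene scaled to unit variance, genotype was component 3 and the condition component 2. With the estimated correlation, the lists called for the mean of the lines fell from 7, 13 and 19 to 4, 4 and 3, for IR in WT from 17 to 3 and for time from 13 to 2. Where a setting does not itself show it, the cause was not tested.

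With the replicate number as a block, counts in untreated, IR t1 and IR t2 embryos were 555, 582 and 620 in KO1 and 423, 439 and 514 in KO2, with 95, 113 and 121 in common. A differing response to actinomycin D was called for 1 gene in KO1 and 26 in KO2. Between genotypes same-numbered libraries did not deviate together: every library correlated best with its own number in 1 of 9 pairs of groups, so that the number is a hint from the data and not a part of the design. With same-numbered libraries of 1 genotype as a block, IR called 1105, 1104 and 1203 genes in WT, KO1 and KO2, and a differing response 2 to IR in KO2 and 3 and 63 to actinomycin D in KO1 and KO2; no other count left 1.5 times its value.

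Leaving out each library in turn gave, in untreated, IR t1 and IR t2 embryos, 267 to 524, 315 to 490 and 284 to 751 genes in KO1, 181 to 312, 237 to 291 and 311 to 403 in KO2, 157 to 293, 201 to 287 and 251 to 407 for their mean, 49 to 74, 57 to 87 and 81 to 114 in common, 518 to 848, 522 to 816 and 462 to 899 between the lines and 3 to 5, 4 to 6 and 4 to 5 named genes between the lines. It gave 847 to 1024, 854 to 1144 and 965 to 1110 for IR in WT, KO1 and KO2, 0 and 1 for a differing IR response in KO1 and KO2, and 3780 to 4134 for time. For actinomycin D it gave 393 to 529, 464 to 1255 and 890 to 1372 in WT, KO1 and KO2 and 0 and 0 to 40 for a differing response in KO1 and KO2, and 141 to 241 and 423 to 1239 for the mean in vehicle and after the drug at t1. The common genes were 46 to 60, 128 to 497 and 41 to 54 in vehicle, actinomycin D t1 and t2. Counts left 1.5 times their value without KO1 replicate 2 (267, 315 and 284 in KO1, and 518, 522 and 462 between the lines), WT replicate 3 (untreated, 306 in KO1, 157 for the mean and 49 in common; after actinomycin D at t1, 423 for the mean and 128 in common), KO2 replicate 1 (untreated, 181 in KO2 and 50 in common; 467 between the lines at IR t2), KO2 replicate 2 (216 in untreated KO2), KO2 replicate 3 (532 between the lines at IR t1), WT replicate 2 (141 for the mean in vehicle), KO1 replicate 3 (248 in common at actinomycin D t1 and 41 at t2) and vehicle KO1 replicate 3 (464 for actinomycin D in KO1). A differing response of KO2 to actinomycin D was called for 40 genes without actinomycin D WT replicate 1 and 2 without vehicle KO2 replicate 2. Of genes not called, the sign changed for IRS2 in KO1 at IR t1 (log2FC −0.97 to 2.62), si:ch211-251f6.6 between the lines at IR t1 (−0.3 to 0.22, and −0.05 with the replicate block), fam83fb in untreated KO1 (−0.02 to 0.14, and −0.29 with offsets) and FAM83G in untreated KO1 (−0.04 to 0.08). Windows of 5 and 20 Mb around fam83fa were not run, for lack of positions on the build of the files.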

Differences from the paper's values

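The counts of DEGs were set beside the paper's at its stated thresholds, in either direction. In untreated embryos, the paper gives about 780 DEGs in KO1 alone, about 210 in both lines and about 530 in KO2 alone in Fig. 5a, read by eye, and the values here are 386, 92 and 261. In irradiated embryos at t1, the paper gives about 810 DEGs in KO1 alone, about 210 in both lines and about 500 in KO2 alone in Fig. 5b, read by eye, and the values here are 379, 103 and 251. In irradiated embryos at t2, the paper gives about 940 DEGs in KO1 alone, about 370 in both lines and about 800 in KO2 alone in Fig. 5c, read by eye, and the values here are 416, 133 and 328. Of the alternatives set before the data were examined, the 1 with no minimum log2FC lies within 1.5 times the paper's value for all 9 counts (662, 153 and 426 untreated, 677, 159 and 414 at t1, 808, 260 and 700 at t2), a setting that departs from the paper's stated minimum. The model of only the compared libraries lies within it for untreated KO2 alone (385) and not for the other 8. RLE and upper-quartile factors, DESeq2, no low-count filter, the filter at 1 CPM, the replicate number as a block, offsets from effective lengths and glmTreat lie outside it for all 9. DESeq2, the tool the paper names, gave 430, 112 and 311 untreated, 405, 129 and 293 at t1 and 466, 151 and 356 at t2.

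The paper gives rnps1 as raised in KO1 alone, and here it was lower in KO1, with an edgeR log2FC of −5.98 untreated, −6.19 at IR t1 and −7.12 at IR t2, and in no setting higher. The paper assigns its PC2 to IR and its PC3 to genotype, and here genotype was PC2 and IR PC3, in the paper's order only with every gene scaled to unit variance. The paper names the predicted PI(3)P binding genes as the most significant of the lowered genes, and here the adjusted p in untreated KO2 was 0.0064 for zgc:173443 and 0.0048 for si:ch211-251f6.7, against 1.4e-06 for fam83fa and 4.9e-06 for itga2.3 by edgeR. The paper used DESeq2 and speaks of all its conditions. These edgeR values cover a single line and condition, so the comparison is not like for like and a difference of tool stays open.

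Some genes that the paper names as raised or lowered were not called here. At IR t1, lamp2 had an edgeR log2FC of 0.19 in KO1 and 0.32 in KO2, called in KO2 with no minimum log2FC and in KO1 in no setting, and man2b1 in KO1 had 0.43, called with no minimum. At IR t2, no minimum log2FC called lamp2 (0.25 in KO1 and 0.26 in KO2), man2b1 (0.49 and 0.48), vac14 (0.40 and 0.41), the other GALC gene, ENSDARG00000037064 (0.33 and 0.35) and hspa9 (−0.36 and −0.24) in both lines, and capn2a in KO1 (0.28). In KO2, capn2a (0.24) was called in no setting. Single libraries left out also called man2b1, at 0.62 without KO1 replicate 3, 0.53 in KO1 and 0.52 in KO2 without WT replicate 1, 0.51 in KO1 without WT replicate 3, and 0.56 without KO2 replicate 1. DESeq2 called dpp4 in KO1 (0.62) and KO2 (0.76), as did, in KO2, the filter at 1 CPM, the replicate block, offsets and the compared libraries alone, and in KO1 the set without KO1 replicate 3 (0.85). In untreated KO2, si:ch211-194p6.10 (0.99) was called with RLE factors, DESeq2, the filter at 1 CPM, the replicate block, offsets, the compared libraries alone and without KO2 replicate 1. The paper gives several proteasomal subunit genes and cyclosporin A binding proteins as lowered at t2, and none of 47 proteasome and 19 cyclophilin genes was called with both lines averaged by edgeR, while 19 and 2 were lower with no minimum log2FC.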

Other observations

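The test of the share of common genes on the chromosome of fam83fa in the irradiation experiment, and the counts over other splits of the libraries for common genes, the mean of the lines and gene lists in untreated and IR t1 embryos and for actinomycin D in KO1 and KO2, were chosen only after the result was seen.

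In WT embryos, actinomycin D raised inflammatory, immediate early and p53 target genes against vehicle at t1. The p53 target cdkn1a went from 3.22 ± 1.09 CPM (SD, n = 3) to 18.6 ± 3.0 CPM, an edgeR log2FC of 2.52 (SE 0.22, adjusted p = 3.4e-08), and mdm2 had 1.00 (SE 0.13, adjusted p = 2.0e-05 from edgeR) and bbc3 1.07 (SE 0.27, adjusted p = 0.023 from edgeR). The immune response gene irg1l rose by 4.88 (SE 0.46, adjusted p = 1.7e-06 from edgeR), the metalloproteinase gene mmp9 by 3.49 (SE 0.59, adjusted p = 0.0011 from edgeR) and the AP-1 gene FOSL1 by 3.05 (SE 0.46, adjusted p = 0.00030 from edgeR). The nitric oxide synthase gene nos1 had −3.04 (SE 0.17, adjusted p = 2.7e-10 from edgeR) and the oxidase gene duox −2.71 (SE 0.28, adjusted p = 1.2e-06 from edgeR). Of 33 p53 targets 9 rose and none fell (11 when adjusted over the list alone; camera adjusted p = 1.1e-12, or 0.0070 with an estimated correlation), and of 22 inflammation genes 11 rose and 1 fell (16 and 1; camera adjusted p = 3.0e-22, or 0.012 with an estimated correlation). Of 27 immediate early genes 9 rose and 1 fell (13 and 1; camera adjusted p = 9.1e-13, or 0.012 with an estimated correlation), and of 17 interferon response genes 4 rose (6; camera adjusted p = 3.4e-06, or 0.081 with an estimated correlation). Of 39 epidermis and ionocyte genes 3 rose and 6 fell (3 and 7; camera adjusted p = 3.1e-05, or 0.14 with an estimated correlation). None of 45 cell cycle genes was called by edgeR (0 when adjusted over the list alone; camera adjusted p = 0.60, or 0.93 with an estimated correlation). The call of bbc3 ended without actinomycin D WT replicate 1 (adjusted p = 0.082) or 3 (0.073), or vehicle WT replicate 1 or 2 (0.11 each).

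In the mutants, genes of red blood cells leaned lower as a list, which did not pass with an estimated correlation. Of 21 erythroid genes, 1 fell in untreated embryos, 2 at IR t1 and 3 at IR t2 with both lines averaged (2, 3 and 3 when adjusted over the list alone; camera adjusted p = 8.6e-05, 6.4e-08 and 1.2e-05, or 0.77, 0.35 and 0.35 with an estimated correlation). The globin gene hbae4 had an edgeR log2FC of −0.63 (SE 0.10, adjusted p = 0.00027) at IR t1 and hbbe3 −0.52 (SE 0.08, adjusted p = 0.00034 from edgeR) at IR t2, a call that ended without KO1 replicate 3 (−0.49), KO2 replicate 1 (−0.49) or WT replicate 2 (−0.46). The interferon-induced gene isg15 was lower than in WT after IR, by 1.19 (SE 0.14, adjusted p = 1.2e-05 from edgeR) at t1 and 1.17 (SE 0.22, adjusted p = 0.0031 from edgeR) at t2 on the log2 scale. The test of a differing IR response at t1 did not call isg15 in either line, so a weaker induction by IR was not shown. The p53 panel of the paper's qRT-PCR was called in none of its 6 genes by edgeR in any of the 3 conditions (0 when adjusted over the list alone), with a camera adjusted p of 0.75, 0.94 and 0.21, or 1.00, 0.97 and 0.59 with an estimated correlation. No hatching gland gene of 12 was called by edgeR (1 lower in untreated embryos when adjusted over the list alone and 0 after IR), with 0.53, 0.35 and 0.21, or 1.00, 0.80 and 0.52 with an estimated correlation. The fam83fa paralogs fam83fb and FAM83G were not called, with edgeR log2FC of 0.05 (adjusted p = 0.97) and 0.03 (adjusted p = 0.86) in untreated KO1. By qRT-PCR, another assay, the paper reports fam83fb and fam83g as raised in KO1 against WT and its other lines. The untreated KO1 libraries did not show that rise, and the cause of the difference was not tested. In vehicle-treated embryos 30 of the 75 common untreated genes tested there were common in the same direction, and 71 had the same sign in both lines.

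The place of common genes in the gene order of GRCz12tu was looked at, and this check is void: 66.8% of genes tested and 57.5% of the common genes have a place, under the 80% it needs, and linkage was not measured. Of 102 genes common in at least 1 condition and with a place, 15 were on the chromosome of fam83fa, where chance gives 5.0 (one-sided Fisher exact p = 0.000128), and in vehicle 7 of 31 (p = 0.000626). As to reads shared between neighbouring copies of a gene, 12 of 68 genes that have no copy nearby were on that chromosome (Fisher exact p = 8.31e-05). Neighbours regulated together in any comparison gave a ratio of observed to expected pairs within 10 genes of 1.18 for IR in WT, against 6.25 for the common genes. Inheritance in blocks, shared reads and neighbours regulated together cannot be told apart by these values.

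The splits are the 84 choices of 3 of the 9 libraries of a condition as the reference. The other 6 were divided once at random unless the 3 are WT. For common genes, chance labelling of the libraries can be excluded in untreated embryos (78 against 213 in the highest other split) and IR t1 (84 against 212). It can be excluded also at IR t2 (111 against 185), in vehicle (62 against 212) and at actinomycin D t2 (63 against 166). Each of these had 3 splits as large. At actinomycin D t1 (381 against 304) chance labelling can be excluded with 1. It can be excluded too for the mean of the lines in untreated (251 against 522), IR t1 (286 against 547), IR t2 (346 against 517) and vehicle embryos (229 against 664), with 3 each, and actinomycin D t1 (1080 against 819), with 1. The splits as large set KO1 or KO2 apart from the other libraries and call up to several times as many genes, a structure of the samples in which every genotype differs from the other 2. In such a structure the splits that set 1 whole genotype apart rank highest. These tests thus show that the genotypes differ. They do not test whether the sharing between KO1 and KO2 exceeds chance. For gene lists chance cannot be excluded, with 56 splits as large in untreated embryos (7 against 17), 15 at IR t1 (13 against 17) and 8 at IR t2 (19 against 23). The 35 splits for a differing response exchange libraries of a mutant line and WT within a treatment. Differences between the genotypes can then enter the count, so these splits are not a clean test of the response. For the IR response of KO2, 9 were as large (1 against 1477), and chance cannot be excluded. The splits say nothing of IR in KO1 (0 against 2054) or actinomycin D in KO1 (0 against 2182) and KO2 (0 against 2475), since 0 genes were called and all 35 splits are as large.

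Comparisons of 3 libraries with 3 have 10 splits, too few for a share under 0.05. Only 1 split of the 10, the real one, was as large for genes called in KO1 against WT, with 478 against 1 in the highest other split in untreated embryos, 482 against 0 at IR t1 and 549 against 54 at IR t2, and in KO2 with 353 against 0, 354 against 0 and 461 against 3. The same held for KO1 against KO2 (815 against 5, 823 against 0 and 705 against 72), for IR in WT (1023 against 1), KO1 (997 against 1) and KO2 (1086 against 0), for t2 against t1 (4104 against 1) and for actinomycin D in WT (538 against 9), KO1 (882 against 2) and KO2 (1331 against 0). Gene lists passing camera were as many in 2 of the 10 for IR in WT (17 against 17) and for t2 against t1 (13 against 15), and in 9 for actinomycin D (8 against 17).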
